# Production of MHCII‐expressing classical monocytes increases during aging in mice and humans

**DOI:** 10.1111/acel.13701

**Published:** 2022-08-30

**Authors:** Pijus K. Barman, Juliana E. Shin, Sloan A. Lewis, Seokjo Kang, Di Wu, Yizhou Wang, Xiaoming Yang, Prakash S. Nagarkatti, Mitzi Nagarkatti, Ilhem Messaoudi, Bérénice A. Benayoun, Helen S. Goodridge

**Keywords:** aging, bone marrow progenitors, monocytes

## Abstract

Aging is associated with increased monocyte production and altered monocyte function. Classical monocytes are heterogenous and a shift in their subset composition may underlie some of their apparent functional changes during aging. We have previously shown that mouse granulocyte‐monocyte progenitors (GMPs) produce “neutrophil‐like” monocytes (NeuMo), whereas monocyte‐dendritic cell progenitors (MDPs) produce monocyte‐derived dendritic cell (moDC)‐producing monocytes (DCMo). Here, we demonstrate that classical monocytes from the bone marrow of old male and female mice have higher expression of DCMo signature genes (*H2‐Aa*, *H2‐Ab1*, *H2‐Eb1*, *Cd74*), and that more classical monocytes express MHCII and CD74 protein. Moreover, we show that bone marrow MDPs and classical monocytes from old mice yield more moDC. We also demonstrate higher expression of *Aw112010* in old monocytes and that *Aw112010* lncRNA activity regulates MHCII induction in macrophages, which suggests that elevated *Aw112010* levels may underlie increased MHCII expression during monocyte aging. Finally, we show that classical monocyte expression of MHCII is also elevated during healthy aging in humans. Thus, aging‐associated changes in monocyte production may underlie altered monocyte function and have implications for aging‐associated disorders.

**Abbreviations**
cMoP: MDP‐derived monocyte‐committed progenitor
DCMo: dendritic cell‐producing monocyte
DEG: differentially expressed gene
GMP: granulocyte‐monocyte progenitor
lncRNA: long non‐coding RNA
MDP: monocyte‐dendritic cell progenitor
moDC: monocyte‐derived dendritic cell
MP: GMP‐derived monocyte‐committed progenitor
NeuMo: neutrophil‐like monocyte
scRNAseq: single‐cell RNA sequencing

## 1 INTRODUCTION

Monocytes are innate immune cells with a variety of roles in anti‐microbial defense, tissue repair, and antigen presentation. Three major subtypes of monocytes have been documented in the steady‐state and during infection and injury in humans and mice: (i) “classical” monocytes (Ly6C^hi^ in mice and CD14^+^ CD16^−^ in humans), which are recruited to inflamed tissues, (ii) “non‐classical” monocytes (Ly6C^lo^ in mice and CD14^lo^ CD16^+^ in humans), which patrol and repair the vascular endothelium, and (iii) “intermediate” monocytes (Ly6C^int^ in mice and CD14^+^ CD16^+^ in humans), which are thought to represent a transition state between classical and non‐classical monocytes (Auffray et al., 2007; Carlin et al., 2013; Geissmann et al., 2003; Shi & Pamer, 2011). Recently, multiparametric single‐cell studies have revealed further heterogeneity among monocytes within the classical and non‐classical subsets (Guilliams et al., 2018; Trzebanski & Jung, 2020; Wolf et al., 2019). We previously demonstrated that monocytes are produced independently by granulocyte‐monocyte progenitors (GMPs) and monocyte‐dendritic cell progenitors (MDPs) in mouse bone marrow (Yáñez et al., 2017), and subsequent studies confirmed our observation that the GMP pathway gives rise to neutrophil‐like monocytes (NeuMo) whereas the MDP pathway yields monocyte‐derived dendritic cell (moDC)‐producing monocytes (DCMo) (Tusi et al., 2018; Weinreb et al., 2020; Yáñez et al., 2017).

Aging is characterized by chronic low‐level inflammation (inflammaging) and a progressive decline in immune cell function (immunosenescence), which lead to attenuated host responses against infections and vaccines, as well as defective tissue repair (Aiello et al., 2019; Gruver et al., 2007). Aging increases the number of both classical and non‐classical monocytes in humans and mice due to myeloid‐biased hematopoiesis (Dykstra et al., 2011; Grover et al., 2016; Ho et al., 2019; Puchta et al., 2016; Seidler et al., 2010). Monocyte functions are also altered during aging. For instance, increased production of pro‐inflammatory cytokines such as TNF‐α (Hearps et al., 2012), decreased mitochondrial respiration (Pence & Yarbro, 2018) and faulty lipid metabolism (Saare et al., 2020) have been reported in humans, and mouse studies have revealed impaired pathogen clearance by monocytes due to reduced pathogen binding, and defective phagocytosis of senescent neutrophils by aged macrophages (Frisch et al., 2019; Puchta et al., 2016; Wong et al., 2017). The aging‐associated risk of atherosclerosis has also been attributed to increased recruitment of monocytes into atherosclerotic lesions (Tyrrell & Goldstein, 2021).

Recent transcriptomic and epigenomic studies have highlighted decreased expression of genes associated with energy metabolism and protein synthesis (Reynolds et al., 2015; Saare et al., 2020) and differential methylation of histones and DNA (Cheung et al., 2018; Reynolds et al., 2014; Shchukina et al., 2021) in peripheral blood monocytes from older individuals. In addition, aging‐associated changes in the transcriptome and epigenome of human peripheral blood mononuclear cells (PBMCs) were shown to differ between males and females, indicating that sexual dimorphism impacts aging‐related changes in monocytes (Gal‐Oz et al., 2019; Márquez et al., 2020; So et al., 2021). However, it is unclear how aging impacts the production of monocyte subsets in the bone marrow and to what extent sexual dimorphism affects that. The current study aimed to fill this gap in the literature using male and female mouse models of aging.

We observed elevated numbers of peripheral monocytes and bone marrow myeloid progenitors in both male and female old (24–30 month) mice, indicating increased myelopoiesis during aging in both sexes. scRNAseq analysis revealed increased expression of DCMo signature genes such as *H2* genes encoding MHCII molecules and *Cd74* by bone marrow classical monocytes from old mice of both sexes, as well as elevated expression of the inflammatory regulator *Aw112010*. Consistent with this, flow cytometry analysis showed a higher proportion and elevated number of classical monocytes expressing MHCII and CD74 proteins (DCMo) in the bone marrow of old mice. Moreover, old bone marrow MDPs and bone marrow classical monocytes yielded proportionally more CD11c^+^ MHCII^+^ moDC in GM‐CSF cultures. Finally, using mouse macrophages, we found that *Aw112010* regulates the induction of MHCII expression, which provides a potential mechanism for MHCII upregulation during monocyte aging. Together, these data indicate that during aging there is increased production of DCMo and moDC by MDPs in both male and female mice. Consistent with this, we also observed increased MHCII expression by classical monocytes in humans during healthy aging.

## 2 RESULTS

### 2.1 Peripheral myeloid cells are increased in old mice of both sexes

We first evaluated how aging impacts myeloid and lymphoid cell numbers in male and female mice by comparing young (2–6 month) and old (24–30 month) mice. The total number of monocytes in the circulation increased with age in both male and female mice (Figure 1a and Figure S1A). Further analysis of monocyte subsets revealed that the numbers of Ly6C^hi^ classical, Ly6C^int^ intermediate and Ly6C^lo^ non‐classical monocytes in the circulation also increased in both sexes (Figure 1a and Figure S1A). The total number of monocytes in the spleen was similarly higher in old mice of both sexes (Figure 1b and Figure S2A). There were also significantly more classical monocytes in the spleens of old female mice, and more intermediate and non‐classical monocytes in the spleens of old mice of both sexes (Figure 1b and Figure S2A).

**FIGURE 1:**
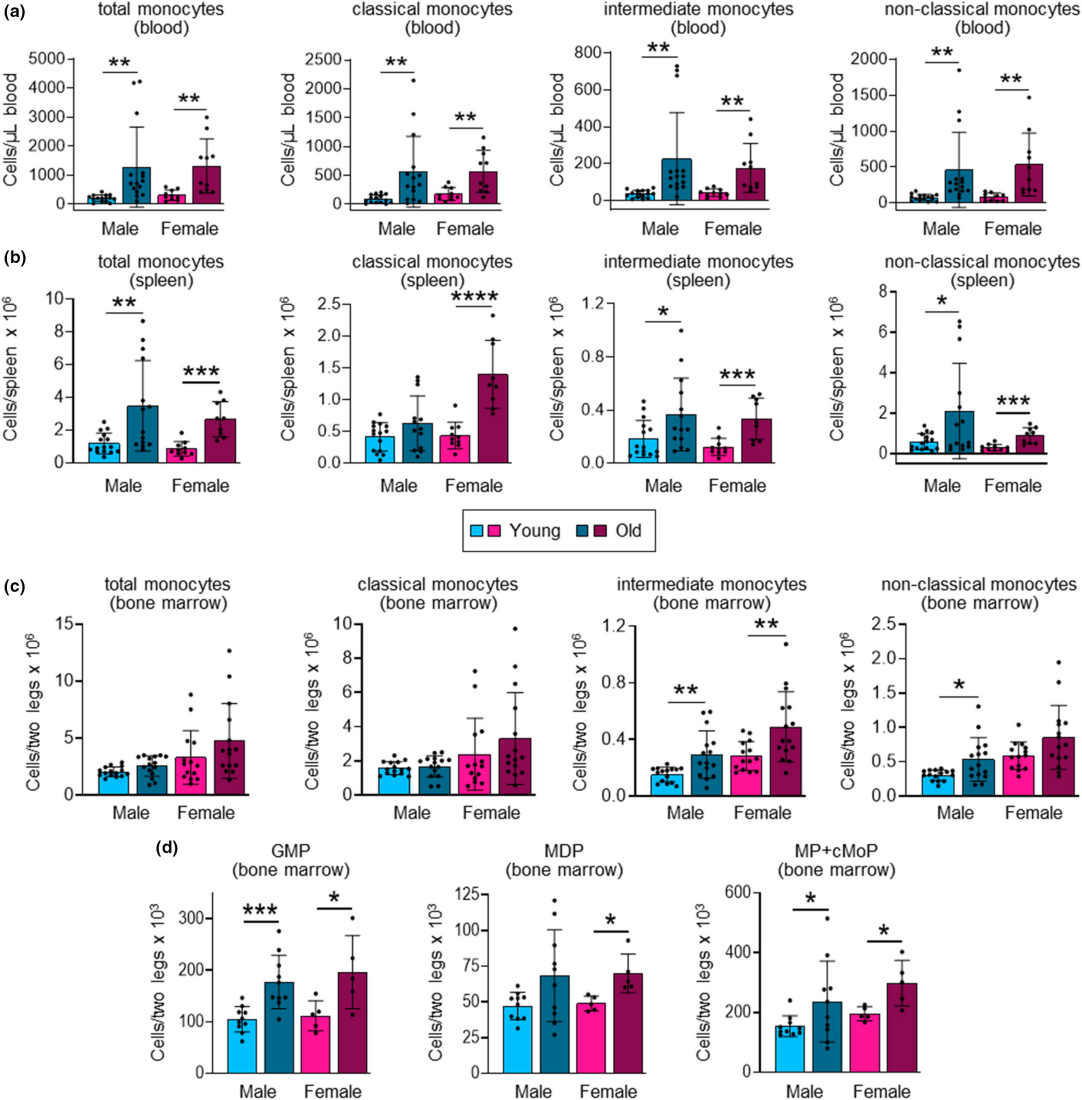
Aging increases peripheral monocytes and monocyte progenitors in the bone marrow. (a, b) The number of total monocytes (c‐Kit^−^ CD11b^+^ Ly6G^−^ CD115^+^ cells) and classical (Ly6C^hi^), intermediate (Ly6C^int^) and non‐classical (Ly6C^lo^) monocyte subsets in the blood (a) and spleen (b) of young (2–6‐month) and old (24–30 month), male and female mice was assessed by flow cytometry (see Figures S1A and S2A for gating strategies). (c, d) The number of total monocytes, and classical, intermediate and non‐classical monocyte subsets (c) and GMPs (Lin^−^ c‐Kit^+^ FcγR^hi^ Ly6C^−^ Flt3^−^ CD115^lo^ cells), MDPs (Lin^−^ c‐Kit^+^ FcγR^lo^ Ly6C^−^ Flt3^+^ CD115^hi^ cells) and monocyte‐committed progenitors (MP + cMoP; Lin^−^ c‐Kit^+^ FcγR^hi^ Ly6C^+^ Flt3^−^ CD115^hi^ cells) (d) in the bone marrow of young and old, male and female mice was assessed by flow cytometry (see Figure S3A,C for gating strategy). Data are presented as mean plus standard deviation of 10–15 mice (a, b), 14–15 mice (c) and 5–10 mice (d) in each group, and statistical significance was assessed by two‐tailed Student's *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

We also assessed neutrophils, which share common progenitors with monocytes. Neutrophils were significantly increased in the blood of old mice of both sexes (Figure S1). We also observed significantly more splenic neutrophils in old female mice, and a trend towards to an increase in old male mice (Figure S2).

### 2.2 Bone marrow myeloid progenitors are increased in old mice of both sexes

Total and classical monocyte numbers in the bone marrow were not significantly higher in old mice of either sex (Figure 1c and Figure S3A). However, intermediate monocyte numbers were significantly increased in the bone marrow of old mice of both sexes, and non‐classical monocyte numbers were significantly higher in old male mice, with a trend towards an increase in old female mice (Figure 1c and Figure S3A). There was no difference in the number of bone marrow neutrophils between the young and old mice of either sex (Figure S3A,B). Taken together, these data show an aging‐associated increase in the number of peripheral myeloid cells (monocytes and neutrophils) in both sexes, without any notable sex differences, but a less striking effect on myeloid cell numbers in the bone marrow, perhaps reflecting increased release into the circulation. Indeed, previous studies have demonstrated elevated CCR2 expression by classical monocytes and higher serum levels of its ligand MCP‐1/CCL2 in both mice and humans (Puchta et al., 2016; Seidler et al., 2010; Villeda et al., 2011).

Analysis of lymphoid cells showed no differences in the number of T cells in the blood or spleen of young and old mice of either sex (Figures S1 and S2), but there were significantly more T cells in the bone marrow of old mice of both sexes (Figure S3A,B), consistent with accumulation of memory and other aging‐associated T cell subsets (Elyahu et al., 2019). In addition, young and old female mice had more bone marrow T cells than their male counterparts (Figure S3A,B), as previously reported (Hensel et al., 2019). We also observed a modest increase in the number of mature B cells in the circulation of old males and in the spleen of old females (Figures S1 and S2), but no difference between young and old mice of either sex in the number of pre/pro B cells or mature B cells in the bone marrow (Figure S3A,B).

Taken together, our analysis of myeloid and lymphoid cells is in agreement with previous reports of increased myeloid cell output in old mice due to myeloid‐biased hematopoiesis during aging (Ho et al., 2019; Puchta et al., 2016; Seidler et al., 2010). Consistent with this, we observed significant increases or trends towards an increase in the numbers of several subsets of myeloid progenitors in the bone marrow of old mice of both sexes, including multilineage myeloid progenitors—GMPs and MDPs—as well as monocyte‐committed progenitors (GMP‐derived MPs and MDP‐derived cMoPs) (Figure 1d and Figure S3C). Notably, both GMP and MDP numbers were elevated. We have previously demonstrated that monocytes arise independently from GMPs and MDPs (Yáñez et al., 2017), so this observation indicates that monocyte production via both pathways is likely increased during aging.

### 2.3 Aging increases the expression of genes associated with antigen presentation by the DCMo subset of classical monocytes in the bone marrow

To evaluate the impact of aging on monocyte function, we next performed scRNAseq of FACS‐sorted bone marrow classical (Ly6C^hi^) monocytes from young and old mice (male and female mice assessed separately; 5 mice per group with cell hashing to enable sample multiplexing and facilitate multiplet exclusion; Figure S4A,B). 

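Bone marrow cells of each mouse carried their own hashtag antibody, so that 1 library held the sorted monocytes of 5 young and 5 old males and another those of 5 young and 5 old females. Young males were 14 weeks and old males 27 months of age, and young females were 15 weeks and old females 26.5 months, as the methods give them. Sex and experiment coincide in this design, so only the age effect within a sex and its difference between the sexes were read. The deposited values were unique molecular identifier (UMI) counts per gene and cell barcode, without normalization, together with the counts of the hashtags. The male data held 1227 barcodes, of which 0 had 5% or more of their UMIs on mitochondrial genes and 0 were called negative for hashtags, so that cells had already been removed. The female data held 10433 barcodes, of which 534 reached that mitochondrial share. With the HTODemux function of Seurat at its default settings, 826 male and 7013 female barcodes were singlets, 401 male and 2478 female barcodes were doublets, and 942 female barcodes were negative. Singlets with over 200 detected genes and under 5% mitochondrial UMIs were used, which left 826 male cells (350 from old and 476 from young mice) and 6641 female cells (3009 from old and 3632 from young mice). In the 401 male doublets the leading hashtag still held a median of 95.1% of the hashtag counts, against 63.0% in the female doublets, so the default call discarded male cells that the authors kept in the deposited data. Giving every male cell to its leading hashtag, an alternative chosen after its percentages of positive cells had been seen to match Table S1A, gave 526 old and 701 young cells.

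Counts were summed over the cells of each mouse, and the mouse was the replicate (n = 5 per group). The summed counts ranged from 226371 to 716548 UMIs in old males (median 393712), from 358725 to 623770 in young males (median 442485), from 4827334 to 11394290 in old females (median 6291120) and from 2827638 to 18186954 in young females (median 6632841). Per mouse there were 37 to 138 cells in old males, 79 to 125 in young males, 371 to 924 in old females and 259 to 1592 in young females. Cells of old mice were deeper in both sexes, with a median of 4406 to 8579 UMIs per cell in old males against 3682 to 4389.5 in young males, and 9699.5 to 13033 in old females against 7978 to 8990 in young females. Differential expression was tested with the quasi-likelihood test of edgeR (TMM normalization, genes kept by filterByExpr) and two-sided p values adjusted by the Benjamini-Hochberg method at 0.05. Shares and levels per mouse were compared by two-sided exact permutation tests of the difference in means.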

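Sample-level principal components were computed in each sex from log2 CPM (counts scaled to library size, TMM, prior count 2) of the 2000 most variable genes. In females, PC1 held 24.9% and PC2 19.5% of the variance, and old mice differed from young mice along PC1 (two-sided exact permutation test, p = 0.0079, the smallest p that 5 mice against 5 allow). Age accounted for 19.0% of the variance over these genes, a ratio of between-group to within-group variance (pseudo-F) of 1.87 (one-sided exact permutation test, p = 0.0079). In males, PC1 held 21.6% and PC2 19.9%, and the difference along PC1 gave p = 0.024 in the exact test. Single mice stood far out on these axes, old male 5 at 39.5 on PC1, old male 4 at 37.4 on PC2 and young female 3 at -38.1 on PC1. Age accounted for 13.8% of the male variance, and the pseudo-F of 1.28 did not pass 0.05 (one-sided exact permutation test, p = 0.056). The number of variable genes moved the male result across the threshold, with p = 0.032 in the exact permutation test over 5000 genes and p = 0.079 over 500. With each male mouse left out in turn, p in the exact permutation test ranged from 0.024 without old male 1 to 0.135 without young male 3, whereas each omission in the females left it at 0.0079. Along PC1 the exact p ranged from 0.0079 to 0.325 over the male omissions, the latter without young male 5, and from 0.0079 to 0.032 over the female omissions.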

Principal component (PC) analysis showed clear separation of young and old monocytes in both the male and female datasets (Figure 2a).

**FIGURE 2:**
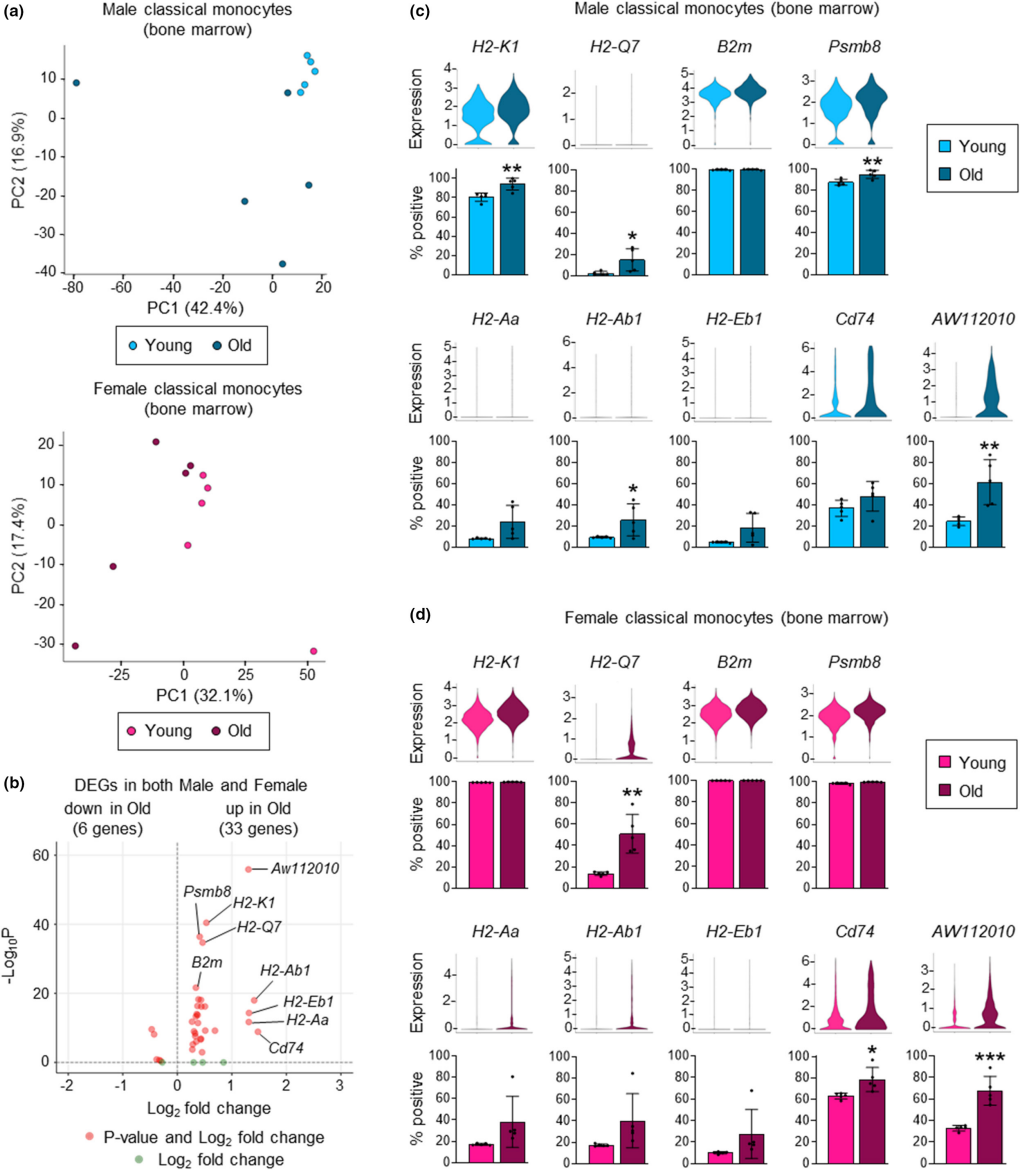
Aging increases the expression of genes associated with antigen presentation in bone marrow classical monocytes. scRNAseq analysis of classical (Ly6C^hi^) monocytes from the bone marrow of young and old, male and female mice (5 mice per group). (a) Principal component analysis of young and old, male (upper panel) and female (lower panel) mice. (b) Volcano plot of aging‐associated differentially expressed genes (DEGs; old vs. young) that are increased or decreased in both male and female mice. Aging‐associated DEGs were first defined separately using the male and female datasets (see Figure S4C–E) and then mean fold changes were calculated and Fisher's method was used to obtain combined adjusted *p* values. (c, d) Expression of DEGs (upper panels; all ‐Log_10_ P > 8) and percentage positive cells (lower panels) in young and old classical monocytes from male (c) and female (d) mice. Percentage positive cells are presented as mean plus standard deviation of 5 mice in each group, and statistical significance was assessed by two‐tailed Student's *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

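With the mouse as the replicate, 345 of 10074 tested genes were differentially expressed between old and young females, 204 of them higher and 141 lower in old mice. In males, 0 of 4323 tested genes passed the adjusted threshold in edgeR (lowest adjusted p = 0.114), while 605 had an unadjusted p under 0.05 and DESeq2 called 25. No gene was therefore called in both sexes. The alternative that moved the male count most was testing every gene with a UMI, without a filter on low counts, which gave 142 genes in males, 392 in females and 49 in both. Its lowest male adjusted p was 6.2e-48 in edgeR, which is very low for 5 mice against 5. That fit was not run on other splits of the mice, so its calls are uncertain. Leaving out old male 1 gave 88 male genes and 20 in both sexes, and leaving out old male 4 gave 14 and 12, whereas the other omissions in males gave 0. Female counts over the omissions ranged from 194 without young female 2 to 522 without old female 4, with 214, 216 and 215 genes without young females 1, 4 and 5. With the female cells downsampled to the number of male cells, 67 female genes were called, 58 of them among the 345.

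Table S1D lists 39 genes changed in both sexes, 33 upward and 6 downward. In females all 39 were tested, 37 had the direction of the table and 32 were called over all genes, or 35 when adjusted over the list alone. In males 36 of them were tested, 36 had the direction of the table, 30 had an unadjusted p under 0.05 and 0 were called over all genes, against 29 when adjusted over the list alone. The list was chosen by the study on these same cells, so its adjustment alone is not independent evidence.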

We next analyzed differentially expressed genes (DEGs), focusing on genes that were upregulated or downregulated (*p* ≤ 0.05) in both males and females (Figure 2b and Figure S4C–E and Table S1A–D). 

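The MHC genes H2-K1 (ENSMUSG00000061232), H2-Q7 (ENSMUSG00000060550), H2-Aa (ENSMUSG00000036594), H2-Ab1 (ENSMUSG00000073421) and H2-Eb1 (ENSMUSG00000060586) and the proteasome gene Psmb8 (ENSMUSG00000024338) lie on chromosome 17 of GRCm38, H2-K1 from 33996017 to 34000347, Psmb8 from 34197721 to 34201454, H2-Ab1 from 34257689 to 34269419, H2-Aa from 34282744 to 34287823, H2-Eb1 from 34305867 to 34316674 and H2-Q7 from 35439155 to 35443773. B2m (ENSMUSG00000060802) lies on chromosome 2 from 122147686 to 122153083 and Cd74 (ENSMUSG00000024610) on chromosome 18 from 60803848 to 60812652. H2-K1 and H2-Q7 belong to a family of near-identical genes, which limits how surely their reads can be assigned.

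In females, all 8 genes were higher in old mice and past the adjusted threshold of edgeR. H2-Aa reached 435 ± 445 CPM (SD, n = 5) in old and 86.4 ± 33.3 in young females, a log2 fold change of 2.31 (standard error 0.49, adjusted p = 0.0156). H2-Ab1 changed by 2.32 (standard error 0.48, adjusted p = 0.0137), H2-Eb1 by 2.62 (standard error 0.56, adjusted p = 0.0161) and Cd74 by 2.04 (standard error 0.42, adjusted p = 0.0131). The spread in old females came from old female 1, and without this mouse the log2 fold changes were 1.45 for H2-Aa, 1.47 for H2-Ab1, 1.65 for H2-Eb1 and 1.25 for Cd74, the lowest over the omissions. H2-Aa and H2-Eb1 failed the adjusted threshold without young female 1, 2 or 5, and H2-Ab1 without young female 2. H2-Q7 changed by 2.10 (standard error 0.32, adjusted p = 0.0023) and by 1.66 without old female 1. H2-K1 changed by 0.65 (standard error 0.10, adjusted p = 0.0023), Psmb8 by 0.46 (adjusted p = 0.0039) and B2m by 0.41 (adjusted p = 8.1e-04), and for these 3 genes every old female lay above every young female.

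In males, the 7 genes that could be tested were all higher in old mice, and 0 passed the threshold adjusted over all genes. H2-Eb1 changed by 2.97 (standard error 0.68, adjusted p = 0.114), H2-Ab1 by 2.07 (standard error 0.59, adjusted p = 0.147), H2-Aa by 1.91 (standard error 0.57, adjusted p = 0.172) and Cd74 by 1.60 (standard error 0.49, adjusted p = 0.175) in edgeR. The values for Psmb8, H2-K1 and B2m were 0.55 (adjusted p = 0.136), 0.54 (adjusted p = 0.148) and 0.32 (adjusted p = 0.293). Without old male 4 all 7 passed in edgeR, and without old male 1 Psmb8 and H2-Eb1 did. DESeq2 called Psmb8 and H2-Eb1 among these genes in males. H2-Q7 had too few UMIs in males for the test. Adjusted over the list alone, all 7 passed, with the highest value at 0.0248 for B2m, but the genes had been named by the study from these cells.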

Strikingly, these genes include: MHCI (*H2‐Q7*, *H2‐K1*) and MHCII genes (*H2‐Aa*, *H2‐Ab1*, *H2‐Eb1*) genes; *B2m*, which encodes the β2‐microglobulin subunit that combines with the MHCI chain to form the MHCI heterodimer; *Psmb8*, which encodes the β5i subunit of the immunoproteasome that digests peptides for loading on to MHCI molecules; and *Cd74*, which codes for the invariant chain that chaperones MHCII molecules to endosomes. 

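The share of cells with at least 1 UMI of a gene was higher in old mice in 15 of 18 comparisons (9 genes in 2 sexes, Benjamini-Hochberg adjusted). In old and young males, respectively, the shares were 23.4% ± 14.5 and 8.02% ± 2.95 (SD, n = 5) for H2-Aa, 25.4% ± 12.3 and 9.20% ± 1.70 for H2-Ab1, 19.4% ± 13.7 and 4.86% ± 1.98 for H2-Eb1, 93.0% ± 6.90 and 79.5% ± 4.99 for H2-K1, 13.4% ± 9.50 and 2.10% ± 1.31 for H2-Q7 and 95.7% ± 3.94 and 85.9% ± 4.13 for Psmb8, with exact permutation p between 0.0079 and 0.040. In old and young females they were 37.7% ± 23.6 and 17.7% ± 0.943 for H2-Aa, 39.9% ± 25.0 and 17.7% ± 1.13 for H2-Ab1, 26.9% ± 22.5 and 10.3% ± 0.838 for H2-Eb1, 78.9% ± 11.3 and 63.8% ± 2.04 for Cd74 and 48.9% ± 16.3 and 13.7% ± 1.44 for H2-Q7, and every old female lay above every young female for each of them (exact permutation p = 0.0079, adjusted p = 0.0143). The male Cd74 share, 48.3% ± 12.6 in old and 38.5% ± 9.85 in young mice, did not pass (exact permutation p = 0.214). B2m was found in nearly all cells at either age, 99.7% and 99.4% in males and 99.9% of old female cells, so its share had little room to rise. Shares of H2-K1 and Psmb8 in females were also near their ceiling, at 99.8% against 99.4% and 99.6% against 98.4%.

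Because cells of old mice were deeper, every cell was also thinned to 2000 UMIs, and 13 of the 18 comparisons then passed. Thinning left the shares of H2-Aa at 20.4% in old and 6.79% in young males and at 22.0% and 6.55% in females, while the differences in H2-K1, H2-Q7 and H2-Eb1 in males no longer passed after adjustment. B2m in thinned female cells rose from 88.9% to 93.3% (exact permutation p = 0.0079). Over the omissions of 1 mouse the number of passing comparisons ranged from 10 without young male 3 or young male 4 to 16 without old male 4. The male differences in H2-Aa and H2-Eb1 each failed in 7 of 10 omissions, that in H2-Ab1 in 5 and that in H2-Q7 in 4, and the female difference in H2-Eb1 failed in 4. Without old female 1, whose shares of H2-Aa and H2-Ab1 were 79.6% and 83.7%, the differences in females fell from 19.9 to 9.43 percentage points for H2-Aa and from 22.1 to 11.2 for H2-Ab1.

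Free RNA can put a UMI of a gene into a cell that does not express it. Cells of both ages shared 1 library in each sex, so free RNA reached both alike and would not by itself separate the ages at equal depth. The comparisons below thus bear on whether a share shows expression, not on the difference by age. Cluster 8 held 36 female cells with T or NK cell markers (median 11494.5 UMIs, against 9587 over all female cells), of which 22.2% had a UMI of H2-Aa, 8.33% of H2-Ab1, 2.78% of H2-Eb1 and 58.3% of Cd74, with exact 95% binomial intervals of 10.1 to 39.2%, 1.75 to 22.5%, 0.0703 to 14.5% and 40.8 to 74.5%. The H2-Aa share in young females was below that value and those of the other 3 genes were within its intervals, so these shares by themselves did not tell expression in young females from free RNA. Levels argue against free RNA as the whole source there, since H2-Aa and Cd74 averaged 8.89 and 11.18 as log2(CPM + 1) in cluster 1 of young females and 3.50 and 5.06 in the NeuMo-like cluster, a wider gap than the median depths of 7157 and 23950 UMIs would give. In the 4 old females other than old female 1 the shares of H2-Aa and Cd74, 27.2% and 74.4%, were within their intervals, and those of H2-Ab1 and H2-Eb1, 28.9% and 16.9%, were above them. The 12 male cells of that cluster, most with basophil markers (median 1697.5 UMIs), had 0 cells with a UMI of H2-Aa, which allows a share of up to 26.5%. In the 56 male cells of the NeuMo-like cluster, at a median of 12466.5 UMIs, the upper limits were 6.38% for H2-Aa, 17.3% for H2-Ab1, 9.55% for H2-Eb1 and 17.3% for Cd74, each below the mean share of old males. The mean shares of young males were above these limits for H2-Aa and Cd74 but below them for H2-Ab1 and H2-Eb1. Young male shares of H2-Ab1 and H2-Eb1 were thus not told from free RNA. In the deeper female NeuMo-like cluster 29.9% of cells had a UMI of H2-Ab1 (26.4 to 33.6%), which covers the 28.9% of those 4 old females. Its upper limits for H2-Aa, H2-Eb1 and Cd74, 26.2%, 14.8% and 63.3%, lay below their shares. The intervals cover counting error only.

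Levels among positive cells, as log2 mean CPM, were higher in old mice beyond the adjusted threshold in 6 of 18 gene and sex combinations, all in females. These were Cd74 (11.38 ± 0.81 against 10.05 ± 0.35), H2-Aa (10.34 ± 0.46 against 9.40 ± 0.58), H2-K1 (10.51 ± 0.26 against 9.92 ± 0.02), Psmb8 (9.77 ± 0.21 against 9.35 ± 0.02), B2m (10.72 ± 0.11 against 10.35 ± 0.03) and Aw112010 (SD, n = 5), with adjusted p of 0.0450 for H2-Aa and 0.0270 for the others in the exact permutation test. H2-Ab1 and H2-Eb1 in females rose by 0.93 and 1.09 without passing (adjusted p = 0.0578 and 0.0843 in the exact permutation test). In males the 8 testable genes rose by 0.27 to 1.10 and 0 passed, at exact permutation p of 0.087 to 0.457, and too few mice had positive cells for H2-Q7. Thinning left 4 of the 6, without H2-Aa and Cd74. The count of 6 was 0 without young female 2 or young female 5, 3 without young female 1 or young female 3, and 10 without old male 4.

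**Figure D1:**
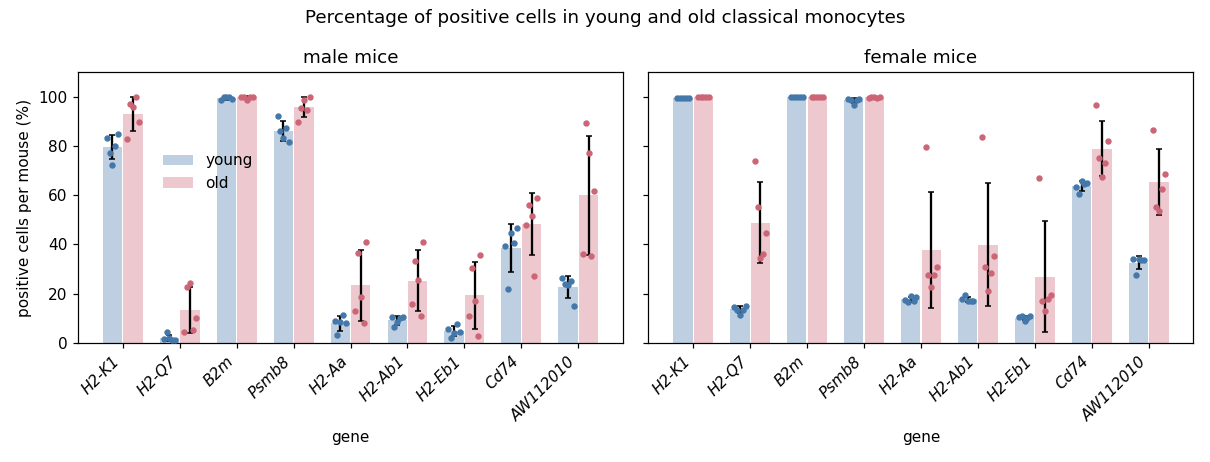
Percentage of classical monocytes with at least 1 UMI of each gene, by mouse, in male (left) and female (right) mice. Bars are means, error bars are SD of 5 mice and points are mice, with young in blue and old in red; old female 1 lies apart from the other old females for H2-Aa at 79.6% and H2-Ab1 at 83.7%.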

Increased expression of most of the DEGs was due to both an increased proportion of cells expressing these genes and higher expression by individual cells (Figure 2c,d). Thus, healthy aging alters the steady‐state expression of several genes associated with MHCI‐ and MHCII‐mediated antigen presentation in bone marrow classical monocytes. 

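Whether the age effect differed between the sexes was tested with the interaction term of a single edgeR model over all 20 mice, in which 1 of 8729 genes, Hist1h4i (named after its value was seen), passed the adjusted threshold and 594 had an unadjusted p under 0.05. For the 9 genes named by the paper, the interaction as log2 fold change in females minus males ranged from -0.43 for H2-Q7 to 0.45 for Cd74, with adjusted p of at least 0.933, and 0.792 for each gene when adjusted over the list alone. The sign of several interactions depended on 1 mouse, since without old female 1 those of H2-Aa and Cd74 were -0.45 and -0.35. A difference between the sexes in the age effect on these genes was thus not detected. From higher expression of genes for MHCI and MHCII chains, the invariant chain and the immunoproteasome in old mice of both sexes, the paper concludes that healthy aging changes steady-state expression of antigen presentation genes in these monocytes.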

Expression of *Aw112010* was also notably increased in both male and female monocytes (Figure 2b–d and Figure S4C–E and Table S1A–D).

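The gene is listed as AW112010 (ENSMUSG00000075010) and annotated as a lincRNA on chromosome 19 of GRCm38 from 11047612 to 11055808, with 2 transcripts of up to 3 exons. In females it reached 176 ± 121 CPM (SD, n = 5) in old and 46.7 ± 6.02 in young mice, a log2 fold change of 1.88 (standard error 0.31, adjusted p = 0.0037 in edgeR), and every old female lay above every young female. Without old female 1 the log2 fold change was 1.38. In males the values were 368 ± 297 and 72.9 ± 22.2, a log2 fold change of 2.29 (standard error 0.46) that did not pass over all genes (adjusted p = 0.114 in edgeR, ranked 3 by p among male genes), against 8.8e-04 when adjusted over the list alone. It passed over all genes in males by DESeq2, and in edgeR without old male 1 or without old male 4. Positive cells made up 59.9% ± 24.2 of the cells in old and 22.8% ± 4.47 in young males, and 65.3% ± 13.3 in old and 32.6% ± 2.76 in young females (exact permutation p = 0.0079 in each sex). In cells thinned to one depth these shares were 38.4% and 13.6% in males and 25.8% and 8.99% in females (exact permutation p = 0.016 and 0.0079). In positive cells the level rose by 0.81 in females (adjusted p = 0.0270, exact permutation test) and by 0.66 in males (adjusted p = 0.222). T or NK cells also express the gene, since 91.7% of the 36 female cells with T or NK cell markers were positive, so no cell type here gives its background.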

We next evaluated subsets of classical monocytes by cell clustering. We identified nine clusters, which were present in all groups (young and old, male and female; Figure 3a and Figure S5A,B and Table S2). 

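For comparisons by age, the clustering was made without 11 aging-associated genes (Cd74, H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1, Aw112010, H2-K1, H2-Q7, B2m and Psmb8), so that these genes did not draw the clusters. Male and female cells were normalized with SCTransform, integrated over the remaining 2989 of 3000 features and clustered on 20 principal components at a resolution of 0.3, which gave 9 clusters of 7467 cells. By their leading genes, cluster 0 (Chil3, Fn1, Ifitm6) was mature Ly6C-high-like, cluster 2 (Top2a, Ube2c) was cycling in G2/M, cluster 3 (Mcm6, Dut) was in S phase, cluster 5 (Ccnb2, Cenpa) was late cycling and cluster 6 (Isg15, Ifit3) was interferon-stimulated. Cluster 1, led by Apoe, mixed markers of more than one class and is given by number. Cluster 7, led by Gh and Pomc, held 120 female cells and 1 male cell and was left unnamed. Cluster 8, led by Mcpt8 and Ccl5, joined 12 male cells, 91.7% of them with the basophil marker Mcpt8 and 8.33% with Ccl5, and 36 female cells, 0% with Mcpt8 and 80.6% with Ccl5, so that its female cells carried T or NK cell markers. Cluster 7 was therefore found in a single old male and in 0 cells of young males, and the other clusters held cells of both ages and sexes. Clustering on all genes gave 10 clusters.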

We have previously demonstrated that a subset of neutrophil‐like Ly6C^hi^ monocytes is produced by GMPs, and that MDPs give rise to moDC‐producing Ly6C^hi^ monocytes (Yáñez et al., 2017). We identified these subsets, which have been termed NeuMo and DCMo, respectively (Trzebanski & Jung, 2020), in our current dataset (Figure 3a and Figure S5C,D) using marker genes we previously defined (Yáñez et al., 2017). 

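Cluster 4 (56 male and 655 female cells), led by S100a8, Elane, Mpo, Prtn3 and Ctsg, was NeuMo-like. Without the aging-associated genes no cluster was mainly DCMo-like at a resolution of 0.3, where cluster 1 (154 male and 1218 female cells) shared MHCII genes, Tmem176a and Tmem176b with Apoe-high markers. At resolutions of 0.2 and 0.5 a cluster led by Cd209a, Cd74 and H2-Aa was DCMo-like, with 25 male cells at either resolution and 76 and 93 female cells. In the clustering on all genes, cluster 3 (96 male and 570 female cells) was DCMo-like, and its overlap with cluster 1 was a Jaccard index of 0.250.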

Compositional analysis of the clusters showed no change in NeuMo (cluster 5) proportions during aging, but there was a trend towards an increase in DCMo (cluster 4) proportions in both males and females (Figure 3b,c). Moreover, one of the other monocyte clusters (cluster 0) was proportionally decreased in old mice compared with young mice in both sexes and another (cluster 2) decreased in old males (Figure 3b,c).

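The NeuMo-like cluster made up 13.6% ± 10.3 of the cells in old and 4.36% ± 2.43 in young males (SD, n = 5, exact permutation p = 0.071) and 11.1% ± 3.73 in old and 9.84% ± 1.13 in young females (exact permutation p = 0.587). Cluster 1, which shared DCMo markers other than Cd209a, made up 17.8% ± 11.7 and 18.3% ± 6.57 of the cells in old and young males (exact permutation p = 0.960) and 17.7% ± 4.52 and 17.5% ± 1.08 in old and young females (exact permutation p = 0.921). After adjustment over 9 clusters in 2 sexes, 0 of 18 shares differed by age, and 0 did so at resolutions of 0.2 and 0.5. The DCMo-like cluster at a resolution of 0.2 made up 1.17% of old and 3.67% of young male cells (exact permutation p = 0.135). In females it made up 1.04% of old and 1.58% of young cells (exact permutation p = 0.119). It was led by Cd209a, which was itself positive in fewer old cells (5.49% against 10.04% in females, 7.10% against 11.8% in males). Its smaller share is thus not told from the fall of that gene. The differences in cluster 1 changed sign at a resolution of 0.2 in females, to -1.95 percentage points, where the cluster joined cells of cluster 0. It changed sign in males on clustering with all genes, to 8.13 percentage points, where the cluster that overlapped it most was drawn by genes that change with age. That DCMo-like cluster made up 16.5% of old and 8.33% of young male cells (exact permutation p = 0.190). In females it made up 15.9% of old and 4.12% of young cells (exact permutation p = 0.0079, adjusted p = 0.0529). Old female 1 raised the old female mean, at 41.7% against 7.55 to 11.04% in the other old females.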

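Cluster 0 made up 20.7% ± 13.6 of the cells in old and 42.9% ± 7.38 in young males (SD, n = 5, exact permutation p = 0.024) and 30.3% ± 3.73 in old and 34.1% ± 1.47 in young females (exact permutation p = 0.056). Adjusted p was 0.429 in each sex, so that neither decrease passed. No other share gave an unadjusted p under 0.05 in the exact permutation test, the lowest being 0.071 for the NeuMo-like cluster in males. The Apoe-high markers of cluster 2 in Table S2 led cluster 1 here, with no decrease in males beyond the spread between mice.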

**FIGURE 3:**
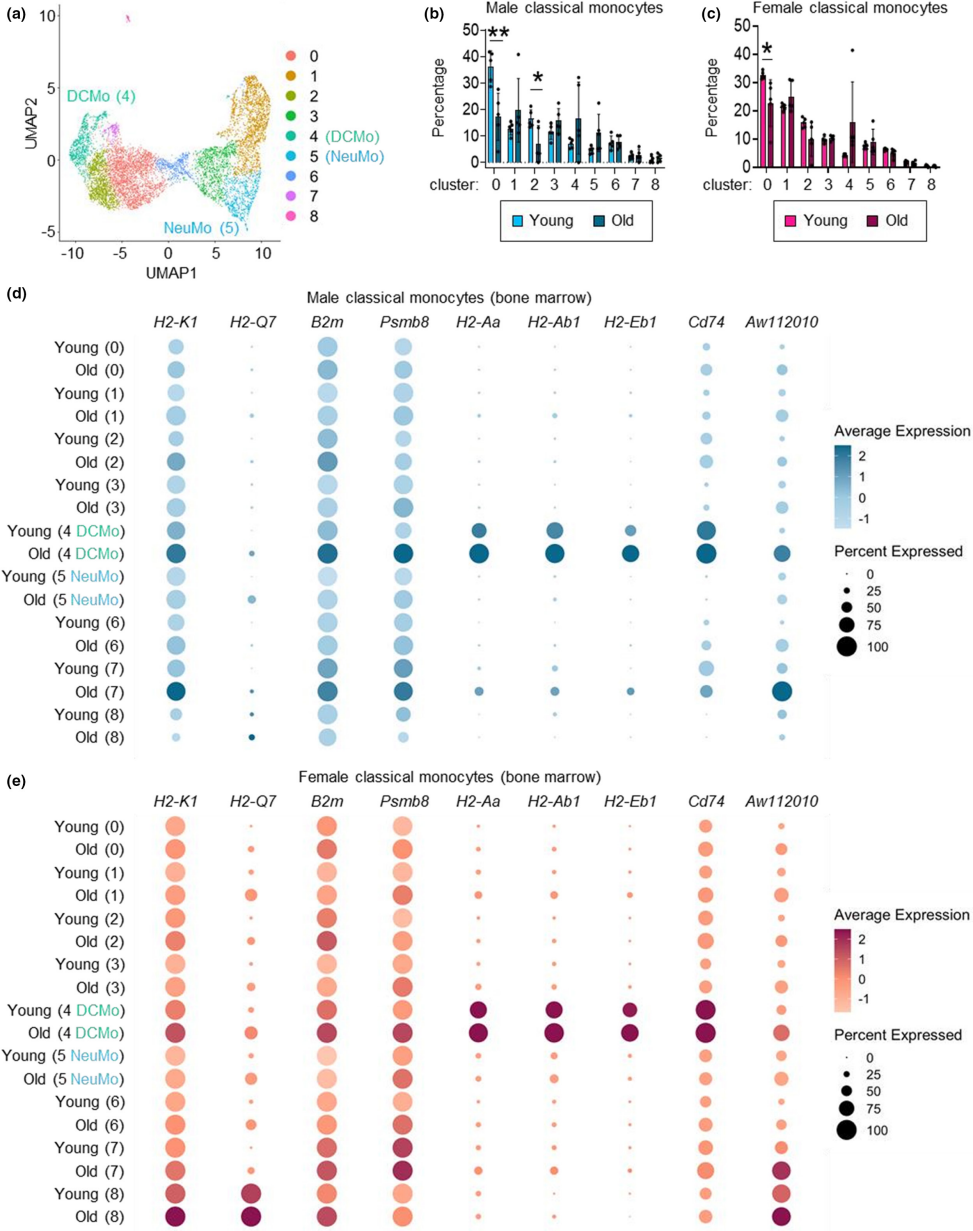
Aging increases DCMo gene expression. (a) UMAP visualization of classical monocytes from young and old, male and female mice assessed by scRNAseq (8279 cells, all groups). NeuMo are cluster 5, DCMo are cluster 4; see also Figure S5C,D). (b, c) Proportions of monocytes in each cluster in young and old, male (b) and female (c) mice. (d, e) Dot plots show DEG expression across monocyte clusters in young and old, male (d) and female (e) mice. Average gene expression by all cells in the cluster is indicated by the color intensity scale, and the size of the dot shows the percentage of cells expressing the gene.

Next, we assessed the expression of the aging‐associated DEGs by the monocyte clusters (Figure 3d,e and Figure S6). 

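Levels of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were summed per mouse and cluster as log2(CPM + 1), in clusters drawn without these genes. In young females H2-Aa averaged 8.89 ± 0.78 (SD, n = 5) in cluster 1, which holds Apoe-high markers and DCMo markers other than Cd209a, against 5.63 ± 0.65 in cluster 0, 4.77 ± 0.83 in cluster 2, 3.58 ± 0.44 in cluster 3, 4.03 ± 0.58 in cluster 5 and 3.50 ± 0.52 in the NeuMo-like cluster. It averaged 7.06 ± 1.86 in the interferon-stimulated cells and 7.83 ± 0.41 in cluster 7, which was led by Gh and Pomc. The share of cells with a UMI of H2-Aa was 21.9% in cluster 1 and 23.2% in the NeuMo-like cluster of young females, but shares rise with depth, and the median over female cells was 7157 UMIs in cluster 1 and 23950 in the NeuMo-like cluster. Cd74 averaged 11.18 ± 0.52 in cluster 1 of young females and 5.06 ± 0.28 in the NeuMo-like cluster. In young males H2-Aa averaged 8.27 ± 1.70 in cluster 1 and 5.44 ± 3.55 in cluster 0, and 0 of the cells in the NeuMo-like cluster had a UMI in either age group.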

Notably, the MHCII and associated genes—*H2‐Aa*, *H2‐Ab1*, *H2‐Eb1*, and *Cd74—*are signature genes of the MDP‐derived DCMo cluster. Expression of these genes was predominantly restricted to DCMo in young mice and further enhanced in old mice, reflecting increases in both the proportion of cells expressing the genes and their expression levels. 

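In old females all 4 genes were higher than in young females in clusters 0, 1 and 2 beyond the adjusted threshold. H2-Aa rose by 1.80 on the log2 scale in cluster 1, from 8.89 to 10.70 (exact permutation p = 0.016, adjusted p = 0.0392), by 2.29 in cluster 0 and by 2.73 in cluster 2 (exact permutation p = 0.0079, adjusted p = 0.0227 each), the largest rise of the gene being in cycling cells. The share of positive cells in cluster 1 was 57.4% ± 22.3 in old and 21.9% ± 5.69 in young females (SD, n = 5), and in cluster 0 it was 32.5% ± 28.7 and 12.1% ± 1.10. H2-Ab1, H2-Eb1 and Cd74 rose by 1.89, 2.22 and 1.64 in cluster 1 and by 3.08, 2.64 and 2.42 in cluster 2. In the other 5 female clusters tested 0 of these 4 genes passed, although H2-Aa and Cd74 in late cycling cells had an exact permutation p of 0.032 and 0.024.

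In males, H2-Aa, H2-Ab1 and Cd74 passed in cluster 1 alone, with rises of 3.09, 2.69 and 2.13 (4 old and 5 young mice, exact permutation p = 0.016, 0.016 and 0.0079), and H2-Eb1 rose by 5.88 without passing (exact permutation p = 0.024, adjusted p = 0.0517). The male NeuMo-like cluster could not have passed, since 4 old and 2 young mice allow no exact p under 0.05. In cluster 0 of males H2-Aa was lower in old mice by less than the spread between mice, at 4.44 ± 5.13 against 5.44 ± 3.55. Over the 9 genes and all clusters of both sexes 51 tests passed, 44 when clustered on all genes, and from 20 without young female 1 to 60 without old female 2, with 22 without young female 2 or young female 3. On clustering with all genes none of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 passed in the cluster that overlapped cluster 1 most, in either sex, but that cluster was drawn by these genes, so the test says little about their rise.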

The MHCI and associated genes—*H2‐K1*, *H2‐Q7*, *B2m*, and *Psmb8—*were more broadly expressed in young mice of both sexes, and their expression increased in all clusters during aging, but most notably in DCMo and cluster 7. 

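H2-K1, B2m and Psmb8 were positive in nearly all cells of young females in every cluster that could be tested, and their levels rose in old females past the adjusted threshold in 6 of 8 clusters each. The rise of H2-K1 in females was 0.63 in cluster 1 and 0.45 in interferon-stimulated cells, and 0.67 in cluster 2 (exact permutation p = 0.0079). B2m rose by 0.45 in the NeuMo-like cluster and Psmb8 by 0.55 in late cycling cells, against 0.41 and 0.50 in cluster 1 and 0.30 and 0.10 in interferon-stimulated cells. Those 2 rises in interferon-stimulated cells did not pass the adjusted threshold (4 old and 5 young mice, exact permutation p = 0.032 and 0.508). H2-Q7 rose past the threshold in 6 of 8 female clusters and by 3.70 in interferon-stimulated cells, where it did not pass (exact permutation p = 0.071). In the cluster led by Gh and Pomc, H2-K1, H2-Q7 and B2m were lower in old females by 0.35, 1.85 and 0.02 on the log2 scale, none of which passed. In males all 4 genes were higher in old mice in each of the 6 clusters tested, but only H2-K1 in cluster 1 (1.02) and late cycling cells (0.76) and B2m in cluster 2 (0.58) passed (exact permutation p = 0.0079 each). Of these 6, the NeuMo-like cluster held 4 old and 2 young males, too few for an exact p under 0.05. Male interferon-stimulated cells, 21 in number, were too few to test.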

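Levels of Aw112010 in young females averaged between 4.91 and 6.16 on the log2(CPM + 1) scale in clusters 0 to 5, and 7.87 ± 0.46 (SD, n = 5) in interferon-stimulated cells. In old females it was higher in all 8 clusters tested and past the adjusted threshold in 6 of them. The rise was 2.06 in cluster 1, 2.00 in cluster 0, 1.95 in cluster 2 and 1.57 in interferon-stimulated cells (exact permutation p = 0.0079 each), and it did not pass in the NeuMo-like cluster (0.88, exact permutation p = 0.032, adjusted p = 0.0645) or in the cluster led by Gh and Pomc (0.26). In males it was higher in each of the 6 clusters tested and passed in cluster 0 (2.74), cluster 2 (2.60) and late cycling cells (3.15), with an exact permutation p of 0.0079 each. In cluster 1 of males the rise of 2.51 did not pass (exact permutation p = 0.024, adjusted p = 0.0517). The cluster with the largest male rise differed between settings, being late cycling cells here, cluster 0 (2.57) on the log2(CPM + 10) scale and the DCMo-like cluster 3 (4.45, exact permutation p = 0.029, adjusted p = 0.0739) of the clustering on all genes.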

*Aw112010* expression was relatively low in young mice but increased in all clusters in old mice, especially in DCMo and cluster 7. Taken together, these data show increased expression of DCMo signature genes and a few other more broadly expressed genes related to antigen presentation in classical monocytes from the bone marrow of both male and female old mice. In contrast, NeuMo signature genes were not differentially expressed between young and old monocyte clusters in either sex (Figure S7).

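The 10 genes of the NeuMo cluster in Table S2 (Mpo, Elane, Prtn3, Ctsg, Ms4a3, Mif, Nkg7, Srgn, S100a8 and S100a9), a list made by the study from these same cells, were tested as a set and singly. In females the median log2 fold change over all cells of a mouse was 0.01 and the mean -0.15, and 5 genes were higher in old mice. No change of the set was detected (camera with a preset correlation of 0.01, p = 0.878). In males the median was 0.77 and all 10 genes were higher in old mice, with p = 3.1e-07 in camera but 0.091 in fry, which estimates the correlation from the data. None of the 10 male genes passed over all genes in edgeR, 6 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone, Prtn3 at 0.73, Mif at 0.81, Ms4a3 at 1.42 and Elane at 0.73. Without old male 4 the male median was 0.59, the lowest over the omissions, and without old male 1 it was 0.91, the set passed in fry and 3 genes were called over all genes. Within the NeuMo-like cluster the median was 0.34 in males (4 old and 2 young mice) and -0.13 in females (5 and 5 mice), and 0 genes passed over all genes in edgeR. The camera p values there were 0.0033 and 0.012, and neither call held under fry, at 0.391 and 0.353. In camera the male value did not pass without old male 5, nor the female value without young female 3, old female 1 or old female 2. The difference between the sexes was not tested for the set.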

### 2.4 The proportion of classical monocytes expressing MHCII and CD74 proteins is increased in old mice

Since our scRNAseq analysis most strikingly revealed increased expression of genes encoding MHCII and CD74 by old classical monocytes, we next examined whether these differences are also reflected at the level of MHCII and CD74 proteins. We assessed surface MHCII and intracellular CD74 expression by classical monocytes from the bone marrow, blood, and spleen of young and old mice of both sexes by flow cytometry. The proportions and numbers of MHCII^+^ classical monocytes were very low in the bone marrow of young mice but increased in old mice of both sexes (Figure 4a and Figure S8A). The proportions and numbers of CD74^+^ classical monocytes similarly increased in the bone marrow of old mice, and there were also more MHCII^+^ and CD74^+^ classical monocytes in the blood and spleens of old mice of both sexes (Figure 4b–f and Figure S8A–C).

**FIGURE 4:**
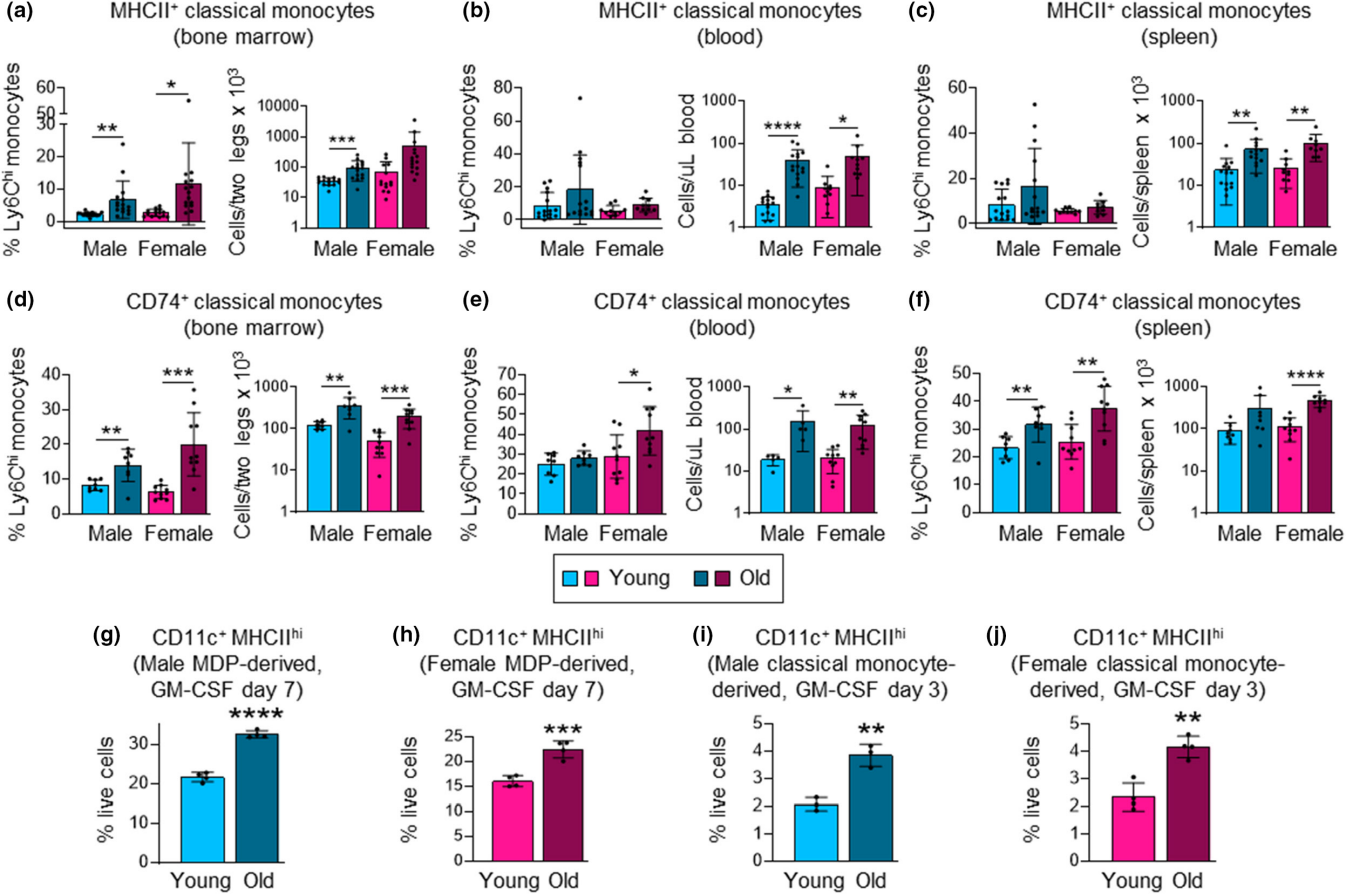
The proportion of classical monocytes expressing MHCII and CD74 proteins increases during aging, and old MDPs and classical monocytes yield more moDC. (a–f) The expression of surface MHCII and intracellular CD74 protein by classical monocytes from the bone marrow (a, d), blood (b, e) and spleen (c, f) of young and old, male and female mice was assessed by flow cytometry (see Figure S9A–C for gating). (g–j) MDPs and classical monocytes were FACS‐sorted from young and old, male and female mouse bone marrow and cultured with 20 ng/ml GM‐CSF. moDC (CD11c^+^ MHCII^hi^ cell) production was assessed by flow cytometry after 7 days for MDP cultures (g, h) and after 3 days for monocyte cultures (i, j). Data are presented as mean plus standard deviation of 10–15 mice (a–f), and 3–4 replicates of cultures derived from cells pooled from 3–5 mice in each group (h–j). Statistical significance was assessed by two‐tailed Student's *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Taken together, the scRNAseq and protein expression data demonstrate that the increased proportion of classical monocytes expressing MHCII and CD74 in the circulation and spleen of old mice reflects elevated production of MDP‐derived DCMo in the bone marrow, rather than upregulation of MHCII and CD74 after differentiation.

We also evaluated MHCII and CD74 expression by intermediate and non‐classical monocytes and observed statistically significant increases or trends toward significant increases in the numbers of MHCII^+^ and CD74^+^ intermediate and non‐classical monocytes in the bone marrow, blood, and spleen of both males and females (Figure S8D–O).

### 2.5 Aging promotes moDC production by MDPs and classical monocytes

Next, we examined whether the biased DCMo production results in increased moDC potential by evaluating moDC production by MDPs. Upon in vitro culture of MDPs from young and old, male and female mice with GM‐CSF for 7 days, significantly higher proportions of moDC were observed among the progeny of old MDPs compared with the progeny of young MDPs (Figure 4g,h and Figure S9A,B). Classical monocytes from old mice also produced proportionally more moDC than their young counterparts in GM‐CSF cultures (Figure 4i,j and Figure S9C,D). These data further validate our observation of increased MDP‐derived DCMo in the bone marrow of old mice and indicate that aging promotes moDC differentiation from MDPs via increased production of DCMo.

### 2.6 *Aw112010* lncRNA regulates MHCII in mouse macrophages

Our scRNAseq analysis also revealed increased expression of *Aw112010* by old classical monocytes. *Aw112010* was initially defined as a long non‐coding RNA (lncRNA), but subsequently shown to possess a non‐canonical open reading frame that is translated (Jackson et al., 2018). Indeed, it can act as both a lncRNA and a protein to regulate cytokine production (Jackson et al., 2018; Yang et al., 2020). We therefore examined whether *Aw112010* also regulates MHCII and CD74 expression.

We first compared classical monocytes expressing or lacking *Aw112010* in our scRNAseq dataset. 

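A cell counted as expressing Aw112010 with at least 1 UMI and as lacking it with none, and both classes were summed in each mouse with at least 10 cells of each. This left 9 male mice, 4 of them old, with 251 positive and 509 negative cells, and all 10 female mice with 3090 positive and 3551 negative cells. Positive cells were deeper, with a median of 4800 against 4147 UMIs in males and 10832.5 against 8778 in females. Classes were compared in edgeR with the mouse as a block.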

DEG analysis showed higher expression of *H2‐Aa*, *H2‐Ab1*, *H2‐Eb1*, and *Cd74* in cells expressing *Aw112010* (at least 1 raw count per cell) in both sexes (Figure 5a–d and Table S3). Furthermore, qRT‐PCR of MDP‐derived cells in day 7 GM‐CSF cultures showed higher expression of *Aw112010* by MHCII^+^ cells compared with MHCII^−^ cells (Figure 5e and Figure S9E).

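In females, 37 of 9479 genes differed between the classes, 28 higher and 9 lower in positive cells, with Aw112010 itself left out. H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were higher by 0.75, 0.76, 0.97 and 0.54 on the log2 scale (standard error 0.11, 0.10, 0.12 and 0.06), with adjusted p of 5.0e-04, 1.2e-04, 8.0e-05 and 5.5e-05 from edgeR. H2-Ab1 reached 237 ± 287 CPM (SD, n = 10) in positive and 145 ± 186 in negative cells and was higher in positive cells of 9 of 10 mice, as were H2-Aa and H2-Eb1, and Cd74 was higher in 10 of 10. In cells thinned to one depth before the classes were set, the 4 values were 1.16, 1.20, 1.37 and 0.92. Outside the DCMo-like cluster of the clustering on all genes they were 0.49, 0.46, 0.67 and 0.25, and Cd74 no longer passed (adjusted p = 0.181). Without the mouse as a block 3 female genes passed and none of the 4 did. The number of female genes was moved most by taking young mice alone, which gave 645. It was 15 without young female 4, 19 without old female 3 and 56 without old female 1.

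In males, 1 of 2382 genes passed, H2-Ab1, with a log2 fold change of 1.71 (standard error 0.30, adjusted p = 0.0229). H2-Aa was higher by 1.56 (adjusted p = 0.148) and Cd74 by 1.34 (adjusted p = 0.268), each in 8 of 9 mice, and H2-Eb1 was filtered out for low counts. H2-Aa reached 517 ± 648 CPM (SD, n = 9) in positive and 167 ± 205 in negative cells. H2-Ab1 no longer passed without young male 3 or 5 or without old male 1, 3 or 5, and without young male 4 H2-Aa (1.90) and Cd74 (1.69) passed as well. DESeq2 called 0 male genes, the fit without the mouse as a block 0, and the fit without a filter on low counts 17, including all 4. Without the filter Cd74 was higher by 1.32 with a standard error of 0.094, against 0.32 with it. Calls of that fit thus rest on a much smaller estimated spread. In thinned male cells, with 8 mice left, H2-Aa, H2-Ab1 and Cd74 passed, at 1.67, 1.70 and 1.43. The same 3 genes passed at 2 UMIs, and all 4 passed in old males alone, whereas 0 of the 3 that could be tested passed in young males alone.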

**FIGURE 5:**
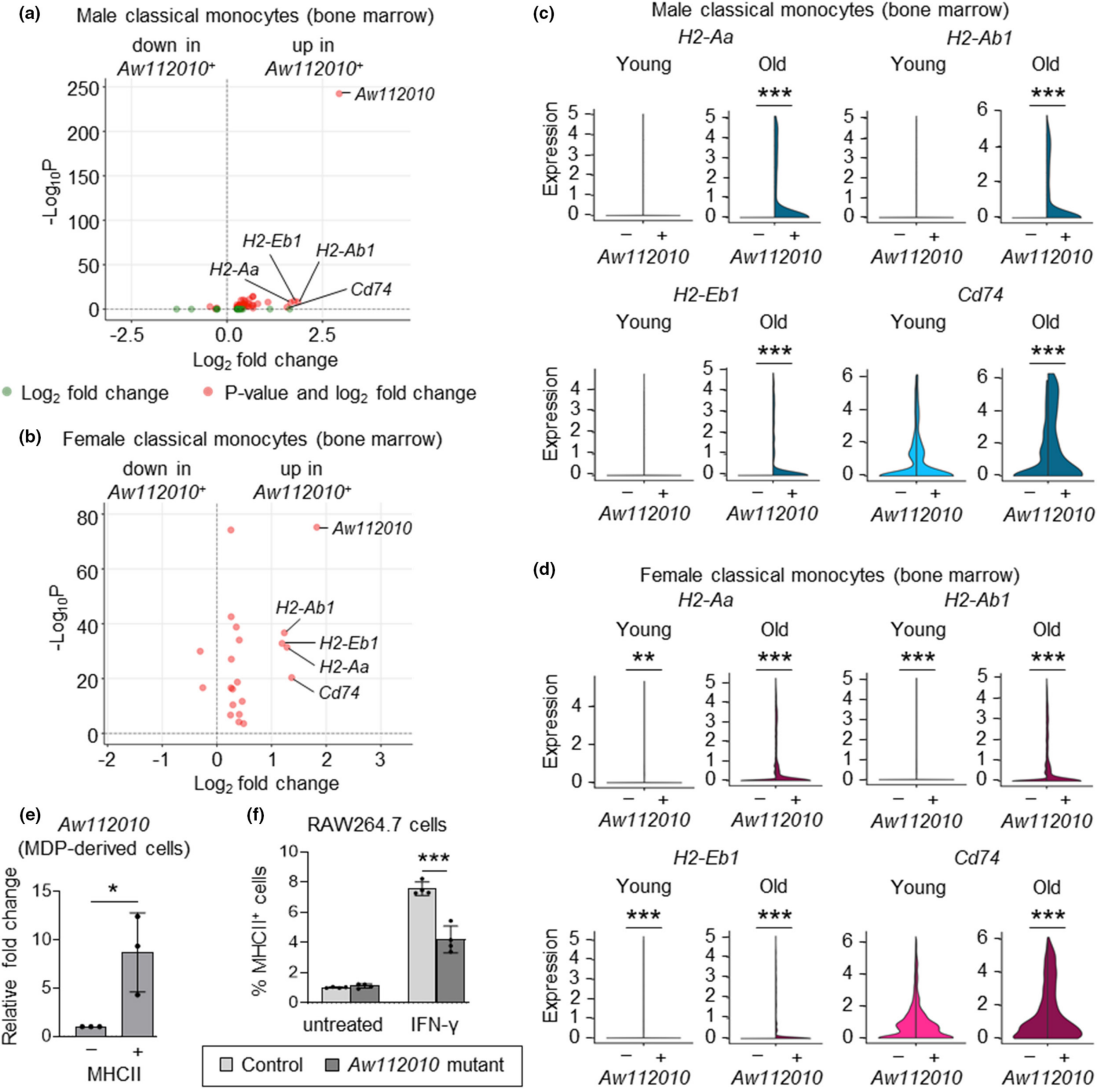
*Aw112010* regulates MHCII expression by mouse macrophages. (a, b) Volcano plots show DEGs between classical monocytes (young and old combined) expressing and lacking *Aw112010* (*Aw112010* ^+^ and *Aw112010* ^−^, respectively) in male (a) and female (b) mice. Genes with Log_2_ fold change ≥1 are labeled. (c, d) Violin plots show the expression of *H2* genes and *Cd74* by classical monocytes expressing and lacking *Aw112010* (*Aw112010* ^+^ and *Aw112010* ^−^, respectively) in young and old, male (c) and female (d) mice. (e) qRT‐PCR measurement of *Aw112010* expression in FACS‐sorted MHCII^+^ and MHCII^−^ cells from 7‐day GM‐CSF cultures of young mouse bone marrow MDPs (see Figure S9E for gating). Data are presented as mean plus standard deviation of three replicates of MDP cultures derived from cells pooled from five mice. (f) Control and *Aw112010* mutant RAW264.7 cells were treated with IFN‐γ (10 ng/ml) for 24 h and MHCII expression was assessed by flow cytometry (see Figure S9F for gating strategy). Data are presented as mean plus standard deviation of four replicates of RAW264.7 cell cultures, which are representative of three independent experiments. Statistical significance (c–f) was assessed by two‐tailed Student's *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001).

We next directly assessed whether the *Aw112010* lncRNA regulates surface MHCII expression using RAW264.7 mouse macrophages from which a fragment of the non‐coding sequence downstream of the coding sequence had been deleted (Yang et al., 2020). RAW264.7 macrophages express low levels of MHCII, so we stimulated them with IFN‐γ to promote its expression and observed lower MHCII induction in *Aw112010* mutant cells than control cells (Figure 5f and Figure S9F). Together, these data identify *Aw112010* lncRNA as a regulator of MHCII expression and suggest that increased *Aw112010* lncRNA levels may underlie elevated MHCII gene expression in old monocytes.

### 2.7 Human classical monocytes also express more MHCII during healthy aging

Finally, we assessed the composition of monocyte subsets and expression of HLA‐DR (human MHCII) by classical monocytes from the blood of healthy younger (<60 years) and older (≥60 years) adult humans (Lewis et al., 2021). Consistent with our mouse studies, the proportions of total monocytes and classical monocytes in the circulation were significantly higher in older individuals (male and female combined; Figure 6a and Figure S10A,B). There was no difference in the proportion of intermediate monocytes between younger and older subjects, whereas non‐classical monocytes were significantly lower in older individuals (Figure 6a and Figure S10B). The proportion of HLA‐DR^+^ classical monocytes was not significantly affected by aging (most were already positive in younger individuals), but the level of HLA‐DR protein was higher in older individuals (Figure 6b and Figure S10C). Consistent with this and previous reports by others (Huang et al., 2021; Metcalf et al., 2017), scRNAseq analysis revealed increased expression of HLA‐DR genes, most notably *HLA‐DRB5*, by classical monocytes from older individuals (Figure 6c and Figure S10D,E). Analysis of males and females separately showed a similar trend in monocyte composition and HLA‐DR expression by classical monocytes during aging in both sexes, although most differences did not reach statistical significance, likely due to low sample numbers (Figure S10F,G).

**FIGURE 6:**
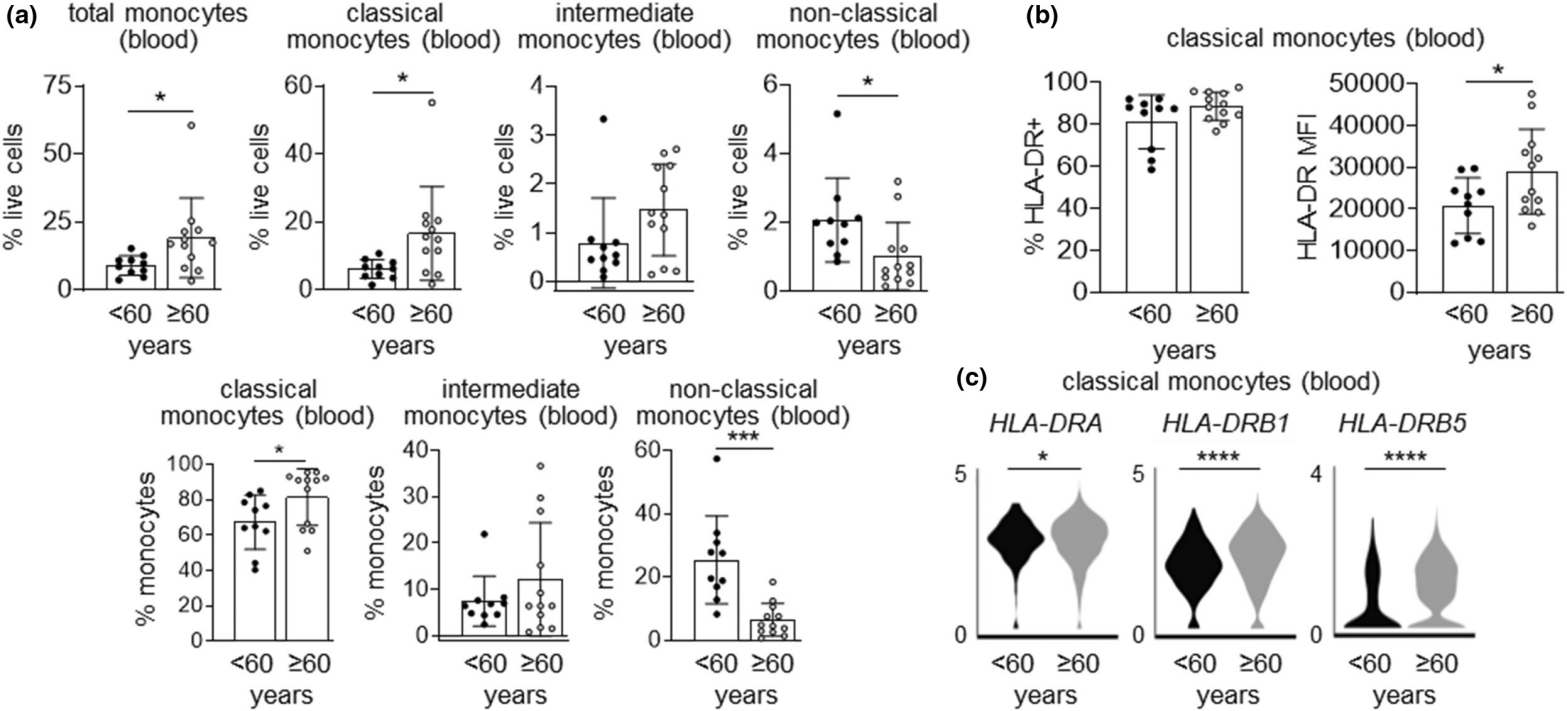
Human classical monocytes also express more MHCII during aging. (a) The proportion of total monocytes (CD3^−^ CD20^−^ CD56^−^ cells that are positive for CD14 and/or CD16), and classical (CD14^+^ CD16^−^ cells), intermediate (CD14^+^ CD16^+^ cells) and non‐classical (CD14^−^ CD16^+^ cells) monocyte subsets in the peripheral blood of younger (<60 years; median age 46) and older (≥60 years; median age 70) human volunteers was measured by flow cytometry (see Figure S10A for gating strategy and Figure S10F for separate analysis of males and females). (b) Flow cytometry measurement of HLA‐DR expression by peripheral blood classical monocytes from younger and older individuals (see Figure S10G for separate analysis of males and females). Flow cytometry data are presented as mean plus standard deviation of 10 younger (three male and seven female) and 12 older (five male and seven female) subjects. (c) Violin plots show the expression of *HLA‐DR* genes by peripheral blood classical monocytes from younger and older individuals (4 per group, all male) assessed by scRNAseq (see Figure S10E for classical monocyte identification). Statistical significance was assessed by two‐tailed Student's *t*‐test (*p < 0.05, ***p < 0.001, ****p < 0.0001).

## 3 DISCUSSION

Collectively, our data indicate that while aging increases the production of classical monocytes by both GMPs and MDPs in mice, there is a specific increase in the production of MDP‐derived MHCII^+^ classical monocytes (DCMo), which results in increased potential for moDC production. We also observed increased MHCII expression by classical monocytes in humans during healthy aging, although most human peripheral blood monocytes constitutively express MHCII molecules and their origins (GMP and/or MDP‐derived) have not been defined.

Mechanistically, our data demonstrate that increased expression of the lncRNA *Aw112010*, which promotes MHCII expression by macrophages, may underlie increased moDC production during aging in mice. *Aw112010* regulates cytokine production via both coding and non‐coding functions (Jackson et al., 2018; Yang et al., 2020). Here, we show that the non‐coding function of *Aw112010* is specifically important for MHCII induction in mouse macrophages. Increased *Aw112010* lncRNA expression may therefore also underlie elevated *H2* gene expression in classical monocytes during aging. The *Aw112010* lncRNA has previously been shown to inhibit IL‐10 and promote IL‐6 production by LPS‐stimulated RAW264.7 macrophages (Yang et al., 2020). Moreover, *Aw112010* suppresses IL‐10 production by T cells by interacting with the histone demethylase KDM5A, which results in decreased H3K4 methylation at the IL‐10 gene locus (Yang et al., 2020). *Aw112010* may similarly regulate H2 gene induction in aging monocytes via direct epigenetic effects, or alternatively it may promote autocrine signaling via elevation of basal production of inflammatory cytokines that indirectly promote H2 gene expression (Ho et al., 2019) or via reduction of IL‐10. It may also act via the protein encoded by its non‐canonical open reading frame. Indeed, the Aw112010 protein mediates LPS‐induced IL‐12 production by macrophages (Jackson et al., 2018).

An *Aw112010* homolog has not been found in humans, but HLA gene expression may be controlled by a related regulatory program. It will therefore be important to define mechanisms underlying DCMo production more thoroughly, including the *Aw112010* regulatory network. Aging has been shown to induce epigenetic modifications in human peripheral blood monocytes (Cheung et al., 2018; Reynolds et al., 2014; Shchukina et al., 2021). Our demonstration of increased moDC production in old MDP cultures indicates that old MDPs are intrinsically programmed to produce more DCMo in old mice. One potential mechanism that might explain changes in monocyte subset composition and gene expression profiles is clonal hematopoiesis, although the impact of clonal hematopoiesis in mice is somewhat controversial. A recent study reported that old mice can acquire clonal hematopoiesis mutations, but there is limited expansion of mutant clones during the lifetime of a mouse (Chin et al., 2022), so it seems unlikely that this mechanism is responsible for increased DCMo and moDC production during aging. It will, however, be interesting to determine whether epigenetic and metabolic changes in monocytes and their progenitors underlie increased DCMo and moDC production.

Despite demonstrating increased expression of MHC molecules and other proteins associated with antigen presentation by old classical monocytes, our data do not necessarily indicate that old monocytes have an increased capacity for antigen presentation. Studies to determine how aging impacts antigen uptake and processing, upregulation of co‐stimulatory molecules and production of T cell‐polarizing cytokines by classical monocytes, as well as their capacity to stimulate T cell proliferation and differentiation, are required to determine whether the DCMo subset and the moDC they produce are functionally competent for T cell activation. It is possible that the increased expression of antigen presentation‐associated genes simply reflects their inflammatory state, which may result in functional impairment. For example, the bone marrow of old mice contains an increased proportion of MHCII^+^ inflammatory macrophages, which show impaired phagocytosis of senescent neutrophils and promote myeloid bias in hematopoietic stem cells via IL‐1β (Frisch et al., 2019). The relationship between these macrophages and the DCMo, specifically whether the macrophages are DCMo‐derived, also remains to be defined. Moreover, it will be interesting to determine whether atherosclerotic plaque‐associated macrophages, which have increased expression of MHCII and CD74 genes, are derived from DCMo, and whether there is any link between increased DCMo and the risk of atherosclerosis during aging (Lin et al., 2019; Tyrrell & Goldstein, 2021).

We previously showed that non‐classical monocytes also arise from both GMPs and MDPs (Yáñez et al., 2017). Since non‐classical monocytes are derived from classical monocytes, presumably there may be at least as many non‐classical monocyte subsets as there are classical monocyte subsets. In the current study, we observed increased numbers of MHCII^+^ non‐classical monocytes in the bone marrow of old mice. In future studies, it will be important to define the origins of non‐classical monocyte subsets, including whether MHCII^+^ non‐classical monocytes are derived from DCMo. scRNAseq profiling of non‐classical monocytes could also be used to reveal changes in subset composition and gene expression during aging.

Sexual dimorphism impacts the innate immune system, rendering males more susceptible to severe infections and females more prone to autoimmune disorders (Jaillon et al., 2019; Klein & Flanagan, 2016; Sampathkumar et al., 2020). Peripheral blood monocytes have been shown to exhibit higher expression of genes associated with immune cell activation in women compared with men in the context of chronic low‐grade inflammation (So et al., 2021). We did not directly compare male and female monocytes in the current study because we assessed male and female monocytes in separate experiments, but we did observe similar changes in monocyte subsets in the bone marrow, blood, and spleen during healthy aging in both males and females, and we found some shared gene expression changes, including increased MHCI and MHCII gene expression. Sexual dimorphism during monocyte aging will be an important topic for future studies.

In conclusion, the current study reveals that healthy aging promotes monocyte production via the GMP‐ and MDP‐derived pathways in both sexes, but that production of the DCMo subset of classical monocytes by MDPs is specifically increased. Inflammation induced by commensal microbe‐derived products that leak from the gut into the circulation due to a cycle of tissue macrophage inflammation, microbial dysbiosis and increased intestinal permeability during aging (Bosco & Noti, 2021; Ragonnaud & Biragyn, 2021; Thevaranjan et al., 2018) may underlie the increased production and altered functions of monocytes during aging. Future studies to define the mechanisms underlying such alterations in monocyte production and function will improve our understanding of the role of monocytes and their progenitors in aging‐associated disorders such as myelodysplasia and cardiovascular diseases.

## 4 MATERIALS AND METHODS

### 4.1 Experimental design

In this study, we used a combination of approaches (flow cytometry, single‐cell RNA sequencing, and differentiation assays) to profile monocytes, their progenitors and other immune cells from the bone marrow, blood and spleen of young and old mice, as well monocytes from the blood of healthy younger and older humans.

### 4.2 Mice

Wild‐type C57BL/6 mice were purchased from The Jackson Laboratories and maintained at Cedars‐Sinai Medical Center animal facility. Young (2–6 months old) and old (24–30 months old) male and female mice were used. IACUC regulations were followed to perform all procedures.

### 4.3 Flow cytometry and MACS and FACS sorting

Antibodies used for flow cytometry and FACS sorting are listed in Table S4A. To assess myeloid and lymphoid cells and monocyte expression of MHCII, cells were stained with antibodies against c‐Kit‐BV650, Ly6G‐BV421, CD11b‐BUV395, CD115‐PE, Ly6C‐PerCP/Cy5.5, CD3εAPC, B220‐FITC, and MHCII‐AF700. To assess intracellular CD74 in monocytes, cells were stained with antibodies against c‐Kit‐BV650, Ly6G‐BV421, CD11b‐BUV395, CD115‐PE, and Ly6C‐PerCP/Cy5.5 followed by fixation, permeabilization, and staining with antibody against CD74‐AF647. For identification of myeloid progenitors, lineage‐negative (Lin^−^) cells were enriched by autoMACS using a direct lineage cell depletion kit (containing antibodies against CD5, CD45R (B220), CD11b, Gr‐1 (Ly‐6G/C), 7–4 and Ter‐119), and stained with antibodies against c‐Kit‐BV421, FcγR‐BV510, Flt3‐PE, CD115‐APC, and Ly6C‐APC/Cy7 following prestaining with Zombie Red viability dye.

To FACS sort bone marrow classical monocytes for scRNAseq, antibodies against Ly6G‐BV421 (to exclude neutrophils), CD11b‐APC, CD115‐PE, and Ly6C‐PerCP/Cy5.5 were used. To FACS sort classical monocytes for culture, bone marrow cells were enriched for monocytes by depleting neutrophils, T cells and B cells using biotin conjugated antibodies against Ly6G, CD3ε, and B220 and anti‐biotin magnetic beads prior to staining with antibodies against c‐Kit‐BV421 (to exclude progenitors), Ly6G‐APC (to exclude neutrophils), CD11b‐PE, CD115‐AF488 and Ly6C‐PerCP/Cy5.5. To FACS sort MDPs, bone marrow Lin^−^ cells were stained with antibodies against c‐Kit‐BV421, FcγR‐BV510, CD34‐AF647, Flt3‐PE, CD115‐AF488 and Ly6C‐APC/Cy7. For assessment of moDC in culture, cells were stained with Zombie Violet viability dye followed by antibodies against CD11c‐BV510 and MHCII‐AF700.

Where applicable, cells were incubated with Fc block prior to staining to prevent non‐specific antibody binding. For progenitor identification, cells were stained with antibodies against FcγR prior to staining with the other antibodies to prevent non‐specific binding. Flow cytometry was performed using an LSRFortessa (BD Biosciences) and data were analyzed with FlowJo 10.7.1. FACS sorting was performed using an Influx or FACS Aria III cell sorter (both from BD Biosciences).

### 4.4 Cell culture

FACS‐sorted monocytes and MDPs were cultured in RPMI 1640 medium supplemented with GM‐CSF (20 ng/ml), penicillin (50 U/ml), streptomycin (50 U/ml), L‐glutamine (2 mM), and FBS (10% v/v). Control and *Aw112010* mutant RAW264.7 cell lines (Yang et al., 2020) were maintained in RPMI 1640 and stimulated with IFN‐γ (10 ng/ml) in fresh medium.

### 4.5 Mouse monocyte isolation for Single‐Cell RNA sequencing (scRNAseq)

Bone marrow cells from young and old mice (5 mice in each group) were barcoded with TotalSeq hashtag antibodies (Table S4B), pooled, and classical Ly6C^hi^ monocytes (Ly6G^−^CD11b^+^CD115^+^Ly6C^hi^ cells) were isolated by FACS sorting. Male (young—14 weeks, old—27 months) and female (young—15 weeks, old—26.5 months) mice were processed separately.

### 4.6 scRNAseq library construction, sequencing and data analysis

Single‐cell RNAseq libraries were prepared using Single Cell 3′ v3.1 Reagent Kits User Guide (10× Genomics). Cells were loaded on a Chromium Controller instrument (10× Genomics) to generate single‐cell Gel bead‐in‐EMulsions (GEMs). GEM‐RT was performed in a Veriti 96‐well thermal cycler (Thermo Fisher Scientific). The cDNA was amplified and cleaned up with SPRIselect Reagent Kit (Beckman Coulter). Indexed sequencing libraries were constructed using Chromium Single‐Cell 3′ Library Kit and the barcoded sequencing libraries were quantified by qPCR using the Collibri Library Quantification Kit (Thermo Fisher Scientific).

Libraries were sequenced on a NovaSeq 6000 (Illumina) as per the Single Cell 3′ v3.1 Reagent Kits User Guide, with a sequencing depth of ~40,000 reads/cell.

The demultiplexed raw reads were aligned to the transcriptome using STAR (version 2.5.1) (Dobin et al., 2013) with default parameters and mouse mm10 transcriptome reference from Ensembl version 84 annotation, containing all protein coding and long non‐coding RNA genes. Expression counts for each gene in all samples were collapsed and normalized to unique molecular identifier (UMI) counts using Cell Ranger software version 4.0.0 (10× Genomics).

Data analysis was performed in R using Seurat v4. Datasets were processed using cell hashing to demultiplex samples and identify doublet and negative cells. Hashtag count data was normalized using CLR normalization. Samples were demultiplexed using the “HTODemux” function with default parameters, and negative and doublet cells were filtered out. For the female dataset, a small subset of cells was filtered out as they failed to cluster with their respective hashtags. Cells with greater than 200 expressed genes and <5% of mitochondrial genes were selected for downstream analysis. Datasets were normalized using SCTransform and mitochondrial gene expression was regressed out. The male and female datasets were integrated using the “IntegrateData” function after selecting 3000 integration features. Principal Component Analysis (PCA), dimensionality reduction using UMAP (using the first 20 principal components), and clustering were run on the integrated male and female dataset. For clustering, resolution was set to 0.3 to generate a total of nine clusters. Differential expression analysis for comparison of young and old monocytes was performed using the Wilcoxon‐test and the “FindMarkers” function. Aging‐associated differentially expressed genes (DEGs) were identified separately in the male and female datasets, and genes similarly upregulated or downregulated in both datasets were evaluated by calculating average fold changes in expression and using Fisher's method to obtain combined adjusted *p* values (with downsampling of the female dataset to evaluate similar numbers of male and female monocytes). Cluster markers were identified in the integrated dataset using the “FindAllMarkers” function with a minimum 25% and a log_2_fold change threshold of 0.25. Sample‐level PCA plots were generated by finding the average expression of the genes in each sample using the “AverageExpression” function. The dataset of averaged expression values was then processed using the standard Seurat workflow of data normalization, finding variable features, scaling data, and PCA using default values.

### 4.7 qRT‐PCR

A Power SYBR Green Cells‐to‐CT kit was used to isolate RNA and prepare first‐strand cDNA from FACS‐sorted MDP‐derived MHCII^+^ and MHCII^−^ cells. The Power SYBR Green PCR Master Mix and custom‐designed primers (Table S4C) were used to perform quantitative PCR.

Relative gene expression was measured using *18s rRNA* as a reference transcript.

### 4.8 Human monocyte datasets

The human monocyte datasets were obtained using blood samples collected from 23 healthy donors (three younger male, seven younger female, five older male and seven older female) (Lewis et al., 2021). The study was approved by the University of California Irvine Institutional Review Boards, and informed consent was obtained from all enrolled subjects. Samples were stratified by age: <60 years was categorized as younger, and ≥60 years was categorized as older. All samples were evaluated by flow cytometry. The median ages were 46 and 70 for the younger and older subjects, respectively. Four samples per group were evaluated by scRNAseq, with median ages of 35 and 78, respectively. PBMC isolation, flow cytometry, and scRNAseq analysis were performed as previously described (Lewis et al., 2021).

### 4.9 Statistical analysis

Statistical analyses of flow cytometry data were performed using two‐tailed Student's *t*‐tests in Prism 8.0 software (Graph‐Pad Inc), and differences with *p* ≤ 0.05 were considered significant. Statistical analyses of scRNAseq data are described above and in the Figure Legends.

## AUTHOR CONTRIBUTIONS

PKB and HSG designed the project; PKB and JES performed the mouse experiments and analyses and SK assisted them; DW, YW, and BAB assisted JES and HSG with the scRNAseq analysis; XY, PSN, and MN made the mutant *Aw112010* cell line; SAL and IM performed the human study and analyses; PKB and HSG wrote the manuscript; all authors edited and/or approved the manuscript.

## CONFLICT OF INTEREST

The authors declare that they have no competing interests.

## Supporting information

Figures S1–S10
Click here for additional data file.

Tables S1–S4
Click here for additional data file.

## Data Availability

The mouse and human scRNAseq datasets are available in GEO (GSE207063) and SRA (PRJNA727024) respectively.

How the deposited data were processed for this re-analysis (not part of the article)

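Classical monocytes (Ly6C-high) sorted from the bone marrow of 5 young and 5 old mice of each sex had been labelled with 1 hashtag antibody per mouse and pooled by sex, so that each sex was a single library. The deposited values were UMI counts per gene or antibody and cell barcode, which the authors made, per their methods, by alignment with STAR to mm10 with an Ensembl annotation of protein-coding and lncRNA genes and by counting with Cell Ranger, and the values as deposited were whole numbers without normalization. The Cell Ranger version in the file headers differed between the male and the female data and from the version in the methods. Cells over 5% mitochondrial UMIs were absent from the male data as deposited and present in the female data. The female data also held counts of 6 surface antibodies (Flt3, CD115, Ly6C, CD11b, CD11c and MHC-II), which the methods do not mention. Each hashtag was matched to the sex, age group and number of a mouse by the authors' hashtag table. Ages were taken from the methods, while the deposited sample descriptions give wider ranges. Gene positions came from an annotation of GRCm38 that may differ in release from the one used for counting.

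Cells were assigned to mice with HTODemux in Seurat 5.3.0 (SeuratObject 5.2.0) on CLR values at its default settings, and doublets and negatives were removed. Cells with over 200 detected genes and under 5% mitochondrial UMIs were kept (7 of the female barcodes as deposited did not reach that number of genes). The authors' removal of a small subset of female cells after clustering was not described closely enough to repeat and was left out, so 7467 cells were analysed. In most of the 401 male doublets a single hashtag held nearly all hashtag counts, and the HTODemux call was kept because it had been chosen for the design.

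Counts were summed per mouse. Differential expression by age was tested within each sex with the quasi-likelihood test of edgeR 4.0.16 (TMM, filterByExpr), with two-sided p values and Benjamini-Hochberg adjustment at 0.05, and in all 20 mice for the interaction of sex and age. DESeq2 1.42.0 with its size factors and Wald test was the alternative. Sets of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. Sample-level principal components used log2 CPM with a prior count of 2 over the 2000 most variable genes. A cell was positive for a gene with at least 1 UMI. Levels in positive cells needed 5 positive cells per mouse, levels within clusters 5 cells per mouse and cluster, and Aw112010 classes 10 cells per mouse and class. Shares and levels were compared by two-sided exact permutation tests over all assignments of mice to groups, with adjustment over genes and sexes, over clusters and sexes, or over genes, clusters and sexes. The smallest p that 5 mice against 5 allow is 0.0079.

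For clusters, the cells of each sex were normalized with SCTransform (sctransform 0.4.2, mitochondrial share regressed out), integrated over 3000 features less the 11 aging-associated genes and clustered on 20 principal components at a resolution of 0.3 in R 4.3.3 (Matrix 1.6.5). Clusters were named by genes positive in at least 25% of their cells and by marker lists for DCMo, NeuMo, cycling (G2/M and S), interferon-stimulated, Apoe-high and mature Ly6C-high monocytes and for T or NK cells, basophils, B cells, neutrophils, conventional DCs and plasmacytoid DCs, taken from Table S2 and general knowledge. No cluster at a resolution of 0.3 was named for B cells, neutrophils or either kind of DC. Neutrophil genes were higher in the NeuMo-like cluster than elsewhere, where Camp was positive in 13.6% and Ngp in 8.18% of cells (mean of the sexes). Of the conventional DC genes, Xcr1 was positive in at most 0.0691% and Clec9a in at most 4.22% of the cells of a cluster at that resolution, and of the B cell genes Ms4a1 in at most 0.138%, on the same measure. Of the plasmacytoid DC genes, Siglech was positive in at most 1.39%.

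The tests, the genes named and the alternatives were set before the data were examined, except as stated here. The named genes were the 9 that the paper names from its mouse scRNAseq, the 10 genes of cluster 5 in Table S2, and the 5 largest changes upward and downward among genes called in both sexes with complete separation of the ages, of which there were none. For Aw112010 classes they were the 4 genes the paper names. The values in Tables S1 to S3 had been seen when that rule was written. The thinning depth of 2000 UMIs, the version of SCTransform, the names of the clusters, the cluster taken as the source of other cell types, the DCMo-like cluster of the clustering on all genes, the matching of clusters between clusterings by their Jaccard index, the choice of clusters 0, 1 and 4 for alternatives by gene, the ways of summarising the surface antibodies and the comparisons of DCMo markers were settled with the data in hand. Cell assignment under 4 settings, the pituitary hormone genes and the cluster shares had been looked at before the tests on them were written. Hist1h4i, Ccl5, Ltb and the hormone genes were named after their values had been seen.

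The alternatives were DESeq2, no filter on low counts, MULTIseqDemux, a mitochondrial limit of 10%, removal of the cluster with basophil and T cell markers, downsampling of the female cells to the number of male cells, mouse number as a block, thinning of every cell to 2000 UMIs, 500 and 5000 variable genes, 2 UMIs for a positive cell, all genes as clustering features, resolutions of 0.2 and 0.5, log2(CPM + 10), a list of 8 NeuMo markers, and, for the Aw112010 classes, no block, cells outside the DCMo-like cluster, and young or old mice alone. Each mouse was also left out in turn. Mouse numbers were not pairs, since the deviations of expression from the mean of the age group correlated at only -0.11 to 0.07 between young and old mice with the same number. Thinning left out 21 cells of old and 28 of young males and 3 and 1 in females.

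The edgeR tests were tested on simulated data in which 200 of the more highly expressed genes were changed 2-fold. By age, the simulation had the depth of each mouse. For the Aw112010 classes every mouse was given 2 classes of equal depth, whereas the real male classes held 251 positive and 509 negative cells of 9 mice. That simulation tested 3905 male genes, against 2382 in the data, so its recovery does not stand for the real male classes. The spread between mice was the one estimated from the data by age and a fixed dispersion of 0.05 for the classes. By age the tests recovered 97% of the changed genes in males and 100% in females, with 3.48% and 2.44% of calls false. For the Aw112010 classes they recovered 94% and 100%, with 3.09% and 3.85% false. The flow cytometry, culture, qRT-PCR and human data of the paper were not analysed here.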

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

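Of the tests in this part, those on the share of old female 1 without the cluster-defining genes, on free RNA as the source of its MHCII transcripts, on free RNA and on whole pituitary cells as sources of hormone transcripts, and on other splits of the mice for the interaction were chosen only after the result was seen.

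Old female 1 lay far from the other old females in 4 measures. Its share of positive cells was 79.6% for H2-Aa (22.8 to 30.9% in the other old females), 83.7% for H2-Ab1 (21.2 to 35.2%) and 66.9% for H2-Eb1 (12.9 to 19.5%), and it had 41.7% of its cells in the DCMo-like cluster 3 of the clustering on all genes (7.55 to 11.04%). Depth did not set it apart, since its median of 11118 UMIs per cell was within the 9699.5 to 13033 of the old females, and after thinning to one depth its shares were still 56.9%, 57.9% and 43.4% against at most 15.0%, 17.2% and 11.2% in the others. Free RNA in the pool would add transcripts without protein, and it would have reached the cells of all females, which shared 1 library. The MHC-II antibody made up 20.7% of the surface antibody counts of this mouse, against 2.01 to 8.10% in the other old females, which argues against free RNA as the whole source. B cells or conventional dendritic cells in the sort are also argued against for this mouse, since 1.83% of its DCMo-like cells had a UMI of Cd79a, Ms4a1, Xcr1, Clec9a or Zbtb46, within the 1.33 to 3.57% of the other old females. In young females that share was 2.63 to 33.3%, of 9 to 76 DCMo-like cells per mouse. Conventional dendritic cells among the DCMo-like cells of young females were thus not excluded. Without the 11 aging-associated genes among the clustering features, 13.0% of its cells were in cluster 1, below the 15.0 to 23.4% of the other old females. Its share was thus no longer high, but cluster 1 overlapped the DCMo-like cluster only in part (Jaccard index 0.250), so this test does not settle whether those genes alone drew its cells there. What raised these genes in this mouse stays open, and its health and a wrong label for it were not tested. All old females had the same age, so that the design gives no biological explanation for a single mouse.

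Further mice lay apart from their group in 9 measures, for which no explanation was tested. B2m was positive in 98.6% of the cells of old male 3 and in 100% of those of the other old males, Aw112010 in 15.1% of the cells of young male 5 (23.4 to 26.4% in the other young males) and in 27.7% of those of young female 2 (33.73 to 33.98%), Psmb8 in 96.5% of the cells of young female 3 (98.6 to 99.1%) and H2-Ab1 in 19.7% of the cells of young female 2 (17.0 to 17.8%). Cluster 7, and cluster 8 of the clustering on all genes, each held 1.43% of the cells of old male 3 and 0 cells of the other old males. Cluster 2 held 12.7% of the cells of young female 3 (16.9 to 18.3% in the other young females). Cluster 6 of the clustering on all genes held 0 cells of young male 5 (3.80 to 5.32% in the other young males). Over the 161 groups of 5 mice examined, 13 values from 5 mice stood apart by the criterion used, where chance gives about 8.05 values, so chance alone gives most of this number. Each group held mice of a single age, so the design gives no biological explanation for them.

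Hist1h4i was the gene whose age effect differed between the sexes, with an interaction of -1.03 on the log2 scale (females minus males, adjusted p = 0.0082 in edgeR). It rose in old males, at 78.8 ± 13.4 CPM (SD, n = 5) against 45.5 ± 8.55 in young males (log2 fold change 0.82, adjusted p = 0.114 in edgeR), and was lower in old females, at 55.1 ± 4.08 against 63.3 ± 1.78 (-0.21, adjusted p = 0.0502), so that neither sex passed alone. Of 100 splits of the mice within each sex, the real one included, 4 gave at least 1 gene, with 15 genes at most. Such splits also remove the age effect within each sex, so they are not a test of the interaction alone. Chance is thus not excluded for this gene. A different share of cells in S phase could move a histone gene. The 8 S-phase markers had a median interaction of -0.25 and all went the same way (-0.46 to -0.13), which is a smaller change than that of Hist1h4i and leaves this explanation open. Sex and library coincide in this design, and capture of histone transcripts, which often lack a poly(A) tail, was not tested, so a technical difference between the libraries and a biological one between the sexes both stay open.

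Transcripts of pituitary hormones, which the paper does not discuss, were present in the female data, with 12346 UMIs of Gh in 21.4% of cells, 1170 of Prl and 4532 of Pomc. Male cells had 0 UMIs of Gh, 0 of Prl and 8 of Pomc. The 67 female barcodes with most Gh, 1% of the cells, held 86.5% of its UMIs, where a draw in proportion to depth would give 4.54%, so free RNA spread evenly over the cells is argued against as the whole source. Whole pituitary cells among the barcodes are argued against too, since the highest share of hormone UMIs in a barcode was 10.6%, 1 barcode was over 10%, and Lyz2 stood at 19640 CPM in those 67 barcodes against 24633 in the others. Of 5 other pituitary genes named beforehand, 4 were higher in the 67 barcodes, Cga, Chgb, Scg2 and Pou1f1, and Gal was not. This is consistent with transcripts of pituitary cells mixed into a few barcodes. The 67 barcodes were shallower, with a median of 4383 against 9644.5 UMIs and of 82 against 272.5 hashtag UMIs. They came from 9 of the 10 females, with 14 each in young female 2 and old female 1, 13 in old female 2 and 0 in young female 4, and Gh was found in 17.8 to 28.3% of the cells of every female mouse, so neither age accounts for them. Reads of another library that shared barcodes were not tested, and no biological explanation was tested.

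The surface MHC-II antibody, which the methods do not mention, gave a signal in the female cells, with the 20.7% of old female 1 as its highest value. It was higher in cells with at least 2 UMIs of H2-Aa, H2-Ab1 and H2-Eb1 together than in cells with 0 in 10 of 10 females (ratios of 1.35 to 4.49, cells with 1 UMI left out), so the antibody followed the transcripts. As a share of the surface antibody counts it was 8.50% ± 7.21 in old and 3.75% ± 1.16 in young females (SD, n = 5), which did not pass (two-sided exact permutation p = 0.127, adjusted p = 0.254 over 6 antibodies). The mean count per cell (exact permutation p = 0.159) and the share of cells with a high count (exact permutation p = 0.0873) did not pass either, so no rise with age was established on any of the 3 measures. A single outlying mouse was tested as the source of the difference. Without old female 1 the share in old females was 5.45% (exact permutation p = 0.254), and 2 of the other 4 old females lay above all young females, which leaves this open. More antibody counts of every kind in cells of old mice are argued against as the whole source, since the ratio of old to young counts was 2.17 for MHC-II and 0.891 for Ly6C (480 against 539 counts per cell). It was 1.02 for CD11b, 1.10 for CD115, 1.36 for CD11c and 1.53 for Flt3, with an exact permutation p of at least 0.405 for these 4. The fall in Ly6C had an exact permutation p of 0.0159 and did not pass adjustment over the 6 antibodies (adjusted p = 0.0952). In these antibody counts age itself stays open as untested beyond these comparisons. By flow cytometry, which was not analysed here, the paper reports a rise with age in the share and number of MHCII-positive classical monocytes in bone marrow, in males and females.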

How the results depend on the processing

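The leading hashtag for male cells and the removal of other cell types in the Aw112010 comparison were the tests chosen only after the result was seen. The other alternatives had been set beforehand, except for some details. The depth of thinning and the clusters taken as other cell types or as DCMo-like were settled with the data in hand. So were the matching of clusters between clusterings and the clusters followed by gene.

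Over 184 results there were 3235 values from alternatives, of which 2805 kept the direction and the side of the threshold, 239 kept the direction but no longer passed, 111 kept the direction and newly passed and 80 had the opposite sign. Unless a reason is given, the cause was not tested.

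The number of genes called between old and young males, 0 in edgeR with 605 at an unadjusted p under 0.05, was 25 in DESeq2, 142 without a filter on low counts and 5 with the mouse number as a block, and 0 with MULTIseqDemux, other cell types removed, thinning or the leading hashtag. It ranged from 0 to 88 over the omissions of 1 mouse, with 88 without old male 1 and 14 without old male 4. Genes called in both sexes numbered 8 in DESeq2, 49 without the filter and 2 with the block, and 0 to 20 over the omissions (20 without old male 1 and 12 without old male 4). The 345 female genes became 534 with MULTIseqDemux, 67 with downsampling and 157 after thinning, and 194 to 522 over the omissions, with 194, 214, 216 and 215 without young females 2, 1, 4 and 5 and 522 without old female 4. Downsampling and thinning removed UMIs by construction, which left 6729 and 7449 genes tested in place of 10074. DESeq2, no filter, a mitochondrial limit of 10%, removal of other cell types and the block kept the female count within 1.5 times. Genes with an interaction of sex and age numbered 6 without the filter and 4 in DESeq2, against 1, and 1 to 3 over the omissions, with 3 without young male 5 or old male 3 and 2 without old male 1.

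Separation of the ages by principal components in males passed over 5000 variable genes (pseudo-F 1.24) and ranged from 1.14 to 1.49 over the omissions, passing without old male 1 (1.49), old male 2 (1.37) or young male 2 (1.34), whereas the female value of 1.59 to 1.94 passed in all of them. The number of passing comparisons of positive cells stayed between 10 and 16, and cluster shares passed 0 times in every alternative. For levels in positive cells the number ranged from 0 to 10, with 0 without young female 2 or 5, 3 without young female 1 or 3 and 10 without old male 4. Levels within clusters passed 20 to 60 times, with 20, 22 and 22 without young females 1, 2 and 3. The NeuMo signature over all female cells was -0.079 with the list of 8 markers and ranged from -0.10 to 0.13 over the omissions, negative without young female 2 or 4 or old female 3 or 5, around a value near 0 that did not pass. In the NeuMo-like cluster it ranged from 0.17 to 0.45 in males, failing in camera without old male 5, and from -0.20 to -0.051 in females, failing without young female 3 or old female 1 or 2.

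The count of genes for the Aw112010 classes in males, 1, was 0 without the block, in DESeq2, outside the DCMo-like cluster and in young mice alone, 17 without the filter on low counts, 16 after thinning, 6 at 2 UMIs and 5 in old mice alone. It ranged from 0 to 3 over the omissions, with 0 without young male 3 or 5 or old male 1, 3 or 5, 2 without young male 1 or old male 4, and 3 without young male 2 or 4. In females, 37, it was 3 without the block, 337 without the filter, 424 after thinning, 68 at 2 UMIs, 69 outside the DCMo-like cluster, 645 in young and 15 in old mice alone, and ranged from 15 to 56 (15 without young female 4, 19 without old female 3 and 56 without old female 1). DESeq2 also gave 37 female genes, of which 22 were shared, and removal of other cell types 25, all of them shared. The block removes differences between mice by construction.

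Among single genes by age, sign changes came in genes of the NeuMo list that did not pass in that sex under any alternative. Srgn in males was -0.0042 with MULTIseqDemux and -7.6e-05 with the leading hashtag. In females Elane was 0.064 and Ctsg 0.12 with MULTIseqDemux and 0.10 and 0.083 after thinning, and with downsampling Nkg7 was -0.041 and S100a8 0.65. Over the omissions Mpo in males ranged from -0.051 to 0.58 (negative without young male 1 or old male 4) and Srgn in males from -0.029 to 0.18 (negative without old male 5). In females the ranges were -0.16 to 0.0078 for Elane and -0.84 to 0.087 for S100a8 (positive without young female 3, and Elane without old female 4), -0.26 to 0.043 for Ctsg (positive without old female 4), and -0.0092 to 0.19 for Prtn3, -0.026 to 0.33 for Ms4a3 and -0.084 to 0.28 for Nkg7 (negative without old female 5). The 9 genes named by the paper kept their rise with age under each alternative and omission in which they could be tested, although calls in males changed, with all 8 testable genes passing without a filter on low counts or without old male 4, and Psmb8, H2-Eb1 and Aw112010 without old male 1. In females, H2-Eb1 lost its call on downsampling, H2-Aa and H2-Eb1 without young female 1, 2 or 5 and H2-Ab1 without young female 2.

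The interactions of sex and age of these genes, 0 of which passed, changed sign over the omissions. Without old female 1 the lowest values were reached for H2-K1 (-0.029 to 0.25), H2-Aa (-0.45 to 1.06), H2-Ab1 (-0.58 to 0.99) and Cd74 (-0.35 to 1.03), each then negative. H2-Q7 ranged from -0.88 to 0.075 (positive without old male 3), B2m from -0.015 to 0.19 (negative without old male 4), Psmb8 from -0.20 to 0.088 and Aw112010 from -0.90 to 0.17 (positive without old male 2), and H2-Eb1 from -1.28 to 0.42 (positive without old male 5 or young female 4).

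The share of B2m-positive cells, near its ceiling, differed by 4.33 percentage points in females after thinning, 0.0109 at 2 UMIs and 0.0442 with MULTIseqDemux, and by -0.389 in males at 2 UMIs. Thinning lowers the ceiling by construction. Differences in cluster shares changed sign for cluster 1 in males (8.13 percentage points) and cluster 3 in females (-0.426) on clustering with all genes, and for cluster 1 in females (-1.95) at a resolution of 0.2. Over the omissions they ranged in males from -3.72 to 3.97 for cluster 1 (positive without young male 3 or 5 or old male 2 or 4), from -0.799 to 1.77 for cluster 6 (negative without old male 5), from 0 to 0.357 for cluster 7 (0 without old male 3, which held its only male cell) and from -0.454 to 0.633 for cluster 8 (positive without young male 2 or 4 or old male 1 or 4). In females the ranges were -1.15 to 1.45 for cluster 1 (negative without young female 5 or old female 3 or 4), -0.0700 to 0.931 for cluster 3 (negative without young female 2), -0.250 to 2.31 for cluster 4 (negative without old female 5), -0.414 to 0.0817 for cluster 6 (positive without young female 4 or old female 1 or 3) and -0.343 to 1.62 for cluster 7 (negative without old female 2).

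Levels within clusters were followed by gene in clusters 0, 1 and 4. In cluster 4 of males, clustering on all genes turned H2-Eb1 to 0.77 and Cd74 to 1.30, and in cluster 0 of males log2(CPM + 10) turned H2-Ab1 to 0.053 and H2-Eb1 to 0.16. Over the omissions in cluster 0 of males H2-Aa ranged from -2.54 to 0.48, H2-Ab1 from -2.18 to 0.77 and H2-Eb1 from -1.86 to 0.69 (positive without old male 3 or 5, and H2-Ab1 without young male 1). In cluster 4, Cd74 in males ranged from -0.96 to 0.56 (positive without old male 1 or 3), and H2-Aa and H2-Eb1 in females from -0.14 to 1.02 and from -0.12 to 1.08 (negative without old female 1). For the Aw112010 classes, Psmb8 in males was -0.0052 without the filter and -0.0071 outside the DCMo-like cluster, B2m in females was 0.23 after thinning, 0.037 at 2 UMIs and 0.066 in old mice alone, and H2-K1 in females was -0.013 in young mice alone. H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were higher in positive cells in every alternative and omission that gave a value.

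Males had both fewer cells, 826 against 6641, and a lower median depth, 4448.5 against 9587 UMIs per cell. By age 4323 genes were tested in males against 10074 in females and 6729 in females downsampled to the male number of cells, H2-Q7 could not be tested in males, and H2-Eb1 could not be tested there for the Aw112010 classes. On simulated data of the male depth, at a dispersion of 0.0184, the same test recovered 97% of genes changed 2-fold, which were drawn from the more highly expressed ones. For such genes of that spread, depth and the number of mice alone thus do not account for a count of 0. Genes of low expression were not among the changed ones. Aw112010 and H2-Eb1, with standard errors of 0.46 and 0.68, varied more between mice, and genes of such spread were not simulated. A mitochondrial limit of 10% gave no value in males, since no male cell was over 5%. Omissions gave no value where too few mice with enough cells were left, as for 6 of 10 omissions of the male NeuMo-like cluster and 2 of 10 for H2-Eb1 in positive male cells, and old male 2 had too few Aw112010-positive or -negative cells to enter that comparison.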

Differences from the paper's values

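No test in this part was chosen only after the result was seen, except the leading hashtag for male cells and the comparisons of cluster content on all genes.

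The values that the paper gives for genes and cells were compared in 80 cases, of which 1 differed. A percentage or count was taken to differ when it lay apart by more than the spread between mice and by more than 1.5 times, and a log2 fold change when its sign differed or it lay apart by more than its standard error. The log2 fold changes were recomputed for this on the paper's scale, from means over cells of scaled counts plus 1, and sizes from edgeR, which are on another scale, were not compared. The directions in Table S1D are given apart from these 80. The paper's Table S1D holds 39 genes changed in both sexes, whereas 0 genes were called in both sexes in edgeR, with 605 male and 1667 female genes at an unadjusted p under 0.05. The paper's test took cells as replicates, and here the mouse was the replicate. Among the alternatives set before the data were examined, the count did not differ from the paper's by more than 1.5 times without a filter on low counts (49 genes). That fit gave a male adjusted p as low as 6.2e-48 in edgeR and was not run on other splits, so its count is weak evidence. The count differed with DESeq2 (8 genes), with the mouse number as a block (2), without old male 1 (20) or old male 4 (12), and at 0 with MULTIseqDemux, a mitochondrial limit of 10%, removal of other cell types, downsampled female cells, thinned cells and each other omission of a mouse. It was also 0 with the leading hashtag for male cells, which was chosen after its values had been seen to match Table S1A. In that table's direction, 36 of 36 tested genes changed in males and 37 of 39 in females, the exceptions being S100a8 and Elane, which the table lists upward. The number of cells analysed, 7467, was lower than the number the paper gives, by less than 1.5 times.

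The paper names Aw112010 and 8 genes of antigen presentation as changed in both sexes. All passed in females, and 0 passed over all genes in males in edgeR, where H2-Q7 could not be tested. The male genes were called without a filter on low counts or without old male 4 (all 8 that could be tested), in DESeq2 or without old male 1 (Psmb8, H2-Eb1 and Aw112010), and with the mouse number as a block (H2-Eb1 and Aw112010).

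According to the paper, principal components separated the ages in both sexes. In males the pseudo-F of 1.28 did not pass (one-sided exact permutation p = 0.056), although PC1 alone did (two-sided exact permutation p = 0.024), and the pseudo-F passed over 5000 variable genes and without young male 2, old male 1 or old male 2.

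The paper states that increased expression came from more positive cells and from higher levels per cell for most genes. More cells were positive in 15 of 18 comparisons, while levels in positive cells passed in 6 of 18, all in females, and the 8 testable male genes were higher without passing.

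According to the paper every cluster was present in each group. Cluster 7 held 0 cells of young males here, and cluster 8 of the clustering on all genes held 0 as well, while the other clusters were present in all 4 groups. The paper reports a separate DCMo cluster, and at a resolution of 0.3 without the 11 aging-associated genes there was none, whereas cluster 6 at a resolution of 0.2, cluster 10 at 0.5 and cluster 3 of the clustering on all genes were DCMo-like. The paper describes a trend to a larger DCMo share in old mice of both sexes. Cluster 1 showed none (differences of -0.478 and 0.261 percentage points in males and females). The DCMo-like clusters at resolutions of 0.2 and 0.5 were smaller in old mice of both sexes without passing. Their differences were -2.49 percentage points in males at either and -0.537 and -0.750 in females (exact permutation p of 0.0952 to 0.135). Those clusters were led by Cd209a, which was itself positive in fewer old cells (5.49% against 10.04% in females, 7.10% against 11.8% in males). Their smaller size is thus not told from the fall of that gene. The DCMo-like cluster on all genes was larger in old mice, at 16.5% against 8.33% in males (exact permutation p = 0.190). In females it was 15.9% against 4.12% (exact permutation p = 0.0079, adjusted p = 0.0529), with 41.7% in old female 1 and 7.55 to 11.04% in the other old females. The paper reports a decrease in the share of its cluster 0 in both sexes. The decreases of cluster 0 here did not pass after adjustment, and on clustering with all genes those of the mature cluster 0, from 49.5% to 21.5% in males and from 44.02% to 29.1% in females, had an exact permutation p of 0.0079 each and an adjusted p of 0.0529. The paper's cluster 2, with Apoe among its markers, decreased in old males. Cluster 1, led by Apoe here, changed by -0.478 percentage points in males (exact permutation p = 0.960).

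The paper describes MHCII genes as mostly restricted to DCMo in young mice and raised further there in old mice. In the DCMo-like cluster on all genes Cd74, H2-Aa, H2-Ab1 and H2-Eb1 rose in females by 0.39, 0.43, 0.56 and 0.89 on the log2 scale and in males by 0.52, 0.70, 0.91 and 1.61. That cluster was drawn by these genes, so whether they passed within it says little about their rise. Without the aging-associated genes the rises in cluster 1 passed in females for all 4 genes and in males for 3, but larger rises lay outside cluster 1. In females all 4 genes rose most in cycling cluster 2, by 2.73 for H2-Aa, 3.08 for H2-Ab1, 2.64 for H2-Eb1 and 2.42 for Cd74. In males H2-Aa (3.46) and H2-Ab1 (4.41) rose most in cluster 2 and Cd74 (2.51) in late cycling cells, none of which passed, and H2-Eb1 rose most in cluster 1 (5.88). As log2(CPM + 10) the largest rise was in cluster 1 for H2-Eb1 in females (2.16) and for H2-Aa (3.03), H2-Ab1 (2.65) and H2-Eb1 (4.51) in males, where H2-Eb1 then passed as well. For MHCI genes the paper points to DCMo and an interferon cluster as the sites of the largest rise. In females the rises of H2-K1 and Psmb8 in interferon-stimulated cells, 0.45 and 0.10, were below those in cluster 1, 0.63 and 0.50. H2-Q7 rose by 3.70 in those cells, which is in the paper's direction and did not pass, and this was its largest female rise as log2(CPM + 1), against cluster 1 (1.98) as log2(CPM + 10) and cluster 6 (3.39), led by Tppp3, on all genes. In males, where interferon-stimulated cells were too few to test, H2-K1 and Psmb8 rose most in cluster 1, by 1.02 and 0.93, and B2m and H2-Q7 most in the NeuMo-like cluster. On clustering with all genes the male rises of H2-Q7, B2m and Psmb8 were largest in the DCMo-like cluster 3, at 4.62, 0.72 and 1.30. That is in the paper's direction, and none passed (exact permutation p of 0.0571 to 0.143). Only 4 old and 4 young males had enough cells there, which allows no exact p under 0.0286. Aw112010 did not pass at that value, so these failures say little. Aw112010, for which the paper points to the same clusters, rose most in cluster 1 in females (2.06), which is in the paper's direction. In males it rose most in late cycling cells (3.15). As log2(CPM + 10) its largest rise was in cluster 1 in females (1.93) and in cluster 0 in males (2.57). On clustering with all genes it was in cluster 6 in females (2.63) and in the DCMo-like cluster 3 in males (4.45, exact permutation p = 0.0286, adjusted p = 0.0739), the latter in the paper's direction.

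The paper reports that NeuMo signature genes did not differ by age between monocyte clusters, in either sex. Over all cells, its Table S1D lists S100a8, Elane, Prtn3 and Ms4a3 upward in both sexes. Values over all cells thus do not bear on the statement about clusters. In females no change of the set was detected here over all cells. In males all 10 genes were higher in old mice with a median of 0.77, past the threshold in camera and not in fry. Singly, 0 of them passed over all genes in edgeR. Within the NeuMo-like cluster the median was 0.34 in males and -0.13 in females, past the threshold in camera and not in fry in either sex, and 0 genes passed over all genes in edgeR. Higher MHCII genes in Aw112010-positive cells are reported for both sexes. All 4 passed in females, and in males H2-Ab1 passed, H2-Aa and Cd74 were higher without passing, and H2-Eb1 could not be tested. In males all 4 passed without a filter on low counts or in old mice alone, H2-Aa, H2-Ab1 and Cd74 after thinning, at 2 UMIs or without young male 4, and H2-Eb1 without young male 1, young male 2 or old male 4.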

Other observations

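In this part the tests on other splits of the mice or classes and on DCMo markers were chosen only after the result was seen. So were the test of depth in thinned cells and that of other cell types as the source of the rise in MHCII genes. Thinning itself had been set beforehand as an alternative, except for the number of UMIs.

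The count of genes called by age was recomputed for 100 splits of the mice. In females 1 of 100 splits, the real one, gave as many as 345 genes, with at most 1 gene in another split, so chance can be excluded. The counts of 0 in males and in both sexes are reached by any split (100 of 100), so this comparison says nothing about them. For the Aw112010 classes, exchanged within mice, 4 of 100 exchanges in females, the real one included, gave as many genes, and the largest gave 368. Chance is argued against there without being excluded. For the single male gene it is not argued against, since 12 of 100 exchanges gave as many.

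Cells positive for Aw112010 were deeper, which could raise the detection of any gene. After thinning to one depth, before the classes were set, the lowest log2 fold change among H2-Aa, H2-Ab1, H2-Eb1 and Cd74 in females was 0.92, and all 4 passed, which argues against depth as the whole cause. Thinning also changed which cells counted as positive, from 3090 to 1058 female cells. Age of the mice does not account for it, since the classes were compared within mice and H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were also higher in positive cells of young females alone, by 0.73, 0.71, 0.95 and 0.39 (adjusted p of at most 0.0049 in edgeR), and of old females alone, by 0.78, 0.82, 0.99 and 0.67. Activation of single cells stays open as untested.

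Ccl5 led the genes higher in Aw112010-positive female cells, by 3.69 on the log2 scale (adjusted p = 1.3e-08 in edgeR), and Ltb was higher by 1.61. T or NK cells in the sort are a candidate explanation. The 36 female cells of cluster 8, which carried T or NK cell markers, held 83.9% of the Ccl5 UMIs (1141 against 219 elsewhere), and 91.7% of them were positive for Aw112010 against 46.3% of the others. Without this cluster Ccl5 fell below the filter on low counts and was no longer tested, and 25 genes passed. The test could have come out otherwise, but the cluster had been named by these markers, and expression of Ccl5 in some monocytes stays open, since 161 cells outside the cluster had a UMI of it.

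Cells of other types were tested as a source of the rise of MHCII genes with age in females. Without the 36 cells of cluster 8 the log2 fold changes of the 4 genes moved by at most -0.0059, but so few cells with few MHCII UMIs could not have moved them, so this decides nothing. All 4 genes also rose past the adjusted threshold within clusters 0, 1 and 2, which argues against the cells of cluster 8 or of cluster 7, led by Gh and Pomc, as the whole source. Cluster 7 was not removed, and other cell types that lay within the monocyte clusters stay open.

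More cells of the DCMo type could raise MHCII genes in old mice. Of 4 DCMo markers that are not MHCII genes, 0 had a share of positive female cells that rose with age past an exact p of 0.05. They were looked at after the fall in Cd209a had been noticed, in 24 comparisons (4 markers, 3 measures, both sexes). Among all female cells Cd209a was positive in 5.49% of old and 10.04% of young cells (exact permutation p = 0.0079, adjusted p = 0.0317), Flt3 in 6.79% and 7.89% (p = 0.286 in the exact test), Tmem176a in 44.7% and 39.7% (p = 0.167 in the exact test) and Tmem176b in 56.8% and 53.9% (p = 0.524 in the exact test). The markers went both ways, which leaves the explanation open. Among the DCMo-like cells of the clustering on all genes, Cd209a fell from 51.6% to 11.6% and Flt3 from 29.7% to 11.3% in old females (exact permutation p = 0.0079 each), while Tmem176a and Tmem176b did not differ (exact permutation p = 0.270 and 0.0714). The conventional DC gene Clec9a was positive in 1.32 to 33.3% of these cells in young females and in 0 to 3.57% in old females. A different content of conventional DCs was thus not excluded as a source of these falls. As a share of all female cells, DCMo-like cells positive for Cd209a fell from 2.09% to 1.24% and those positive for Tmem176a and Tmem176b rose from 3.09% to 7.80% and from 3.83% to 10.4% (exact permutation p = 0.0079 each), and those positive for Flt3 did not differ (exact permutation p = 0.540). In males Cd209a was positive in 7.10% of old and 11.8% of young cells (exact permutation p = 0.0476, adjusted p = 0.143), Flt3 in 6.78% and 3.96% (exact permutation p = 0.0714), Tmem176a in 36.1% and 19.8% (exact permutation p = 0.0159, adjusted p = 0.0544) and Tmem176b in 42.5% and 30.2% (exact permutation p = 0.135). A cluster drawn on genes that rise with age takes up cells that would have lain outside it in young mice, so these shares may reflect its borders as well as its cells. Within 3 of 8 female clusters drawn without these genes, H2-Aa, H2-Ab1, H2-Eb1 and Cd74 each rose with age past the adjusted threshold. More cells of the DCMo type within those clusters could also give such rises. Whether age changes the cells themselves thus stays open.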
